# Short-term arginine deprivation results in large-scale modulation of hepatic gene expression in both normal and tumor cells: microarray bioinformatic analysis

**DOI:** 10.1186/1743-7075-3-37

**Published:** 2006-09-08

**Authors:** Hwei Xian Leong, Carl Simkevich, Anne Lesieur-Brooks, Bonnie W Lau, Celine Fugere, Edmond Sabo, Nancy L Thompson

## Abstract

**Background:**

We have reported arginine-sensitive regulation of LAT1 amino acid transporter (SLC 7A5) in normal rodent hepatic cells with loss of arginine sensitivity and high level constitutive expression in tumor cells. We hypothesized that liver cell gene expression is highly sensitive to alterations in the amino acid microenvironment and that tumor cells may differ substantially in gene sets sensitive to amino acid availability. To assess the potential number and classes of hepatic genes sensitive to arginine availability at the RNA level and compare these between normal and tumor cells, we used an Affymetrix microarray approach, a paired *in vitro *model of normal rat hepatic cells and a tumorigenic derivative with triplicate independent replicates. Cells were exposed to arginine-deficient or control conditions for 18 hours in medium formulated to maintain differentiated function.

**Results:**

Initial two-way analysis with a p-value of 0.05 identified 1419 genes in normal cells versus 2175 in tumor cells whose expression was altered in arginine-deficient conditions relative to controls, representing 9–14% of the rat genome. More stringent bioinformatic analysis with 9-way comparisons and a minimum of 2-fold variation narrowed this set to 56 arginine-responsive genes in normal liver cells and 162 in tumor cells. Approximately half the arginine-responsive genes in normal cells overlap with those in tumor cells. Of these, the majority was increased in expression and included multiple growth, survival, and stress-related genes. GADD45, TA1/LAT1, and caspases 11 and 12 were among this group. Previously known amino acid regulated genes were among the pool in both cell types. Available cDNA probes allowed independent validation of microarray data for multiple genes. Among genes downregulated under arginine-deficient conditions were multiple genes involved in cholesterol and fatty acid metabolism. Expression of low-density lipoprotein receptor was decreased in both normal and tumor cells.

**Conclusion:**

Arginine-sensitive regulation appears to be an important homeostatic mechanism to coordinate cell response and nutrient availability in hepatic cells. Genes predicted as arginine-responsive in stringent microarray data analysis were confirmed by Northern blot and RT-PCR. Although the profile of arginine-responsive genes is altered and increased, a considerable portion of the "arginome" is maintained upon neoplastic transformation.

## Background

Cell growth is dependent upon availability of essential amino acids for protein synthesis and this relationship makes amino acid-dependent control of gene expression an important area of study [1-3]. We previously reported that levels of the tumor-associated glycoprotein amino acid transporter, TA1/LAT1/CD98 light chain/SLC7A5, increase in normal hepatic cells under low arginine conditions, while levels are constitutive and high in hepatic tumor cells [4,5]. Upregulation of this gene is associated with multiple cancer types and we and others have hypothesized that increased expression may provide an adaptive advantage in the tumor microenvironment where nutrients are limiting [6,7]. Loss of nutrient-sensitive regulation may comprise a subset of the loss of responsiveness to negative growth signals or autonomy from positive growth factors, characteristic of cancer cells in general [8]. We thus manipulated arginine concentration in a culture medium that maintains hepatic differentiation as a means to investigate, using a paired normal and tumorigenic cell type, how many and what types of hepatic genes are responsive to a transient change in amino acid levels. Affymetrix gene chips and bioinformatic analyses were used in a nutrigenomics approach. The goals of the study were to: 1) assess the scope of arginine-responsive hepatic gene expression using a well-defined *in vitro *rat model of normal and tumorigenic cells, 2) determine to what extent amino acid responsive regulation is retained upon transformation, and 3) provide a microarray dataset predicting novel genes and pathways subject to amino acid (arginine) regulation.

## Results and discussion

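RNA was compared between WB-F344, a diploid rat liver epithelial cell line (normal cells), and GP7TB, a chemically transformed derivative of it that forms tumors in rats (tumor cells), each cultured for 18 hours with or without arginine. There were 3 independent cultures in each of the 4 groups and 1 RAE230A array for each culture, 12 arrays in all. Each array holds 15923 probe sets, of which 57 are controls, 12777 carry 1 gene symbol and 2778 carry none. The values used are Microarray Suite 5.0 signals on a linear scale, which the authors had scaled on each array, so that the mean after trimming 2% at each end was 500.1 to 500.2. The median signal of an array was 173 to 226, and the 9 to 24 signals below 1 on an array were set to 1 before log2 was taken. A probe set was counted as expressed when its signal was among the highest 54% of its array in at least 3 of the 12 arrays. This is the share that the paper scored as present in normal cells, and it was used for both cell types. The filter left 9745 probe sets, of which 8327 carry a gene symbol, for 7192 genes. Across probe sets, which are not independent of each other, the log2 signals of arrays from the same group correlated at 0.928 to 0.967 and those of different cell types at 0.659 to 0.738. The ratio of the 3' to the 5' probe sets of Gapdh, a sign of RNA quality, was 0.998 to 1.38 and overlapped between arginine-sufficient and arginine-deficient arrays in both cell types. Within experiments, a comparison added after the data were seen, it was higher in the arginine-deficient array in 6 of 6 pairs (exact sign test, p = 0.0312), and the same ratio of Actb was in 2 of 6. Differences are log2 changes from limma with 1 mean for each group and 8 residual degrees of freedom, given with their standard error (n = 3 arrays per group), with Benjamini-Hochberg adjustment over the 9745 probe sets and a threshold of 0.05 on the adjusted p. Apart from a few tests named where they are reported, tests, gene lists and the rule for naming genes were set before the data were examined. On data simulated from these arrays, the test called 50.4% of probe sets given a log2 change of 1 and 91.4% of those given 2 in normal cells, and 52.8% and 92.6% in tumor cells, with 4.96% and 4.72% of the calls false. Each arginine-deficient array was given an arginine-sufficient partner from the same experiment, by the codes of Table 1 for normal cells and by the order of the sample numbers for tumor cells. With each array's group mean removed, each arginine-sufficient array correlated best with its own partner among the arginine-deficient arrays, in all 6 pairs. In experiment 2 of tumor cells this was only at 0.04, against 0.02 with an array of another experiment. The arginine-sufficient tumor array of experiment 3 had 0.42 with its partner and 0.28 with an array of another experiment. The check was made from the arginine-sufficient side only, so the pairing of tumor arrays stays less certain. Values with the experiment as a block are given where they differ. The arrays of normal cells were scanned on 3 days and those of tumor cells on 1 other day, so cell type and scan day cannot be told apart in a comparison of levels between the cell types. In experiment 2 of normal cells, the arginine-sufficient array was the only array scanned on its day and the only array of its chip lot. In values within scan days, the first day holds experiment 1 and the arginine-deficient array of experiment 2, and the second holds experiment 3 alone. In values within chip lots of tumor cells, the second lot holds only the arginine-deficient array of experiment 1 and the arginine-sufficient array of experiment 2. Such values are thus not independent of those of the experiments.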

Triplicate RAE 230 arrays containing a total of 15,923 rat genes were hybridized for both normal and tumor cells grown under arginine-sufficient (+) and arginine-deficient (-) conditions for 18 hours in three independent pair-wise comparison experiments. Microarray Suite™ 5.0 software analysis of the resulting datasets revealed a mean of 8611 genes or 54% of the total rat array scored "present" (expressed) for normal cells versus 8355 genes or 53% in tumor cells (Table 1). Of the genes expressed, pair-wise comparisons of Arg + and - conditions revealed no change in expression for 7042 (82%) of genes in normal cells versus 6173 (74%) in tumor cells. Using a p-value of 0.05 or less and pair-wise comparisons for the three experiments in normal cells, expression of 811 genes increased, 608 decreased and 97 showed marginal change relative to arginine-sufficient controls. 

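In normal cells, 13 probe sets rose and 3 fell without arginine among the 9745 tested with limma. Trib3, a pseudokinase induced when amino acids run short, rose by 2.22 ± 0.27 on the log2 scale (adjusted p = 0.00371) and on each of its 3 probe sets. Abcb1a, a drug efflux pump, rose by 3.47 ± 0.53 (adjusted p = 0.0213) and was picked for mention after its values were seen. Nppb, which encodes B-type natriuretic peptide, rose by 1.88 ± 0.33 (adjusted p = 0.0462). In normal cells the mean signals of these last genes lie under the expressed threshold, at 4.50 with and 54.0 without arginine for Abcb1a and at 11.8 and 45.0 for Nppb. The probe sets that fell were those of Mvd and Acat2, enzymes of the mevalonate pathway, and 1 without a gene symbol. Without adjustment, 397 probe sets were higher and 523 lower at a p under 0.05, where chance alone would give 487 in all. With the experiment as a block, 135 rose and 100 fell, and with scan day as a block, 28 rose and 11 fell. The 16 calls became 49 without the arginine-deficient array of experiment 2, 30 without the arginine-sufficient array of experiment 2 and 3 to 9 without any 1 of the other arrays, those of tumor cells included. A fit of the 6 arrays of normal cells alone called 0, with 796 at an unadjusted p under 0.05. With low signals raised to the expressed threshold, all signals of Nppb in normal cells sat at it. Its value, -0.10, was then only the difference between the arrays' thresholds, so that setting cannot test the rise of Nppb.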

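In tumor cells, 94 probe sets rose and 92 fell without arginine among the 9745 tested with limma. The 10 largest rises among named genes included Ifi27l2b, a gene of the interferon-inducible 27 family, with a log2 change of 3.20 ± 0.36 (adjusted p = 0.000833), and Pdcd2, a factor of ribosome assembly, with 1.75 ± 0.24 (adjusted p = 0.00381). Among the falls were Ehd3, of endosomal recycling, with -2.70 ± 0.43 (adjusted p = 0.0102), Dact3, of Wnt signaling, with -2.46 ± 0.29 (adjusted p = 0.00146), and Mxd3, of the MYC-MAX-MXD network, with -2.34 ± 0.38 (adjusted p = 0.0113). Genes of mitosis fell as a list, with all 29 measured members below 0, a median log2 change of -0.96 and an adjusted p of 2.58e-15 from camera, but adjusted p = 0.306 with an estimated correlation. Of these members 7 fell (20 when adjusted over the list alone, 23 with the experiment as a block), among them the spindle protein Spag5 (-1.74 ± 0.32), the kinesin Kif20a (-1.63 ± 0.36), the centriole kinase Plk4 (-1.49 ± 0.27) and the condensin subunit Ncapd2 (-1.24 ± 0.27). Within the chip lots that hold both groups of tumor cells, the median of the mitosis list was -0.78 and -1.39. Without adjustment, 634 probe sets were higher and 857 lower at a p under 0.05. With the experiment as a block, 467 rose and 602 fell, and after median centring of the arrays the split was 108 to 52. Ehd3 and Dact3 have low signals without arginine. With low signals raised to the expressed threshold, Ehd3 had -0.51 (adjusted p = 0.339), Mxd3 -1.24 (adjusted p = 0.00655) and Plk4 -0.94 (adjusted p = 0.0607). All signals of Dact3 in tumor cells then sat at that threshold, so that setting cannot test its fall. The 186 calls became 38 and 33 without the arginine-sufficient array of experiment 1 or of experiment 2, and 25 and 108 without the arginine-deficient array of experiment 2 or of experiment 3.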

For tumor cells, transient arginine deficiency resulted in increased expression of 1249 genes, decreased expression of 926 genes, and marginal changes in 109. Thus, expression of as many as 2175 genes was scored as arginine-sensitive when the data were analyzed as independent pairs. This represented 8.9% of genes in normal cells and 13.6% of genes in tumor cells. 

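Within single experiments, the share of expressed probe sets that changed at least 2-fold in normal cells was 5.52%, 1.24% and 4.50% of 8786, a mean of 3.75% ± 2.23 (SD, n = 3 experiments). In tumor cells it was 6.84%, 5.89% and 3.60% of 8757, a mean of 5.44% ± 1.67 (SD, n = 3). The shares of the cell types overlapped, and a 2-sided exact permutation test gave p = 0.4, where 3 against 3 cannot go below 0.1, so it cannot decide whether they differ. In all 3 experiments, 7 probe sets were at least 2-fold higher and 2 at least 2-fold lower without arginine in normal cells, against 61 and 37 in tumor cells. Trib3 is 1 of them in both, at 2.99, 1.30 and 2.36 on the log2 scale in normal cells and 2.96, 2.97 and 3.28 in tumor cells. Across probe sets, which are not independent replicates, the log2 ratios of 2 experiments correlated at 0.20 to 0.48 in normal cells and at 0.50 to 0.55 in tumor cells. Experiment 2 of normal cells, whose arrays were scanned on different days, had 109 probe sets at 2-fold, against 485 in experiment 1 and 395 in experiment 3.

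**Figure D1:**
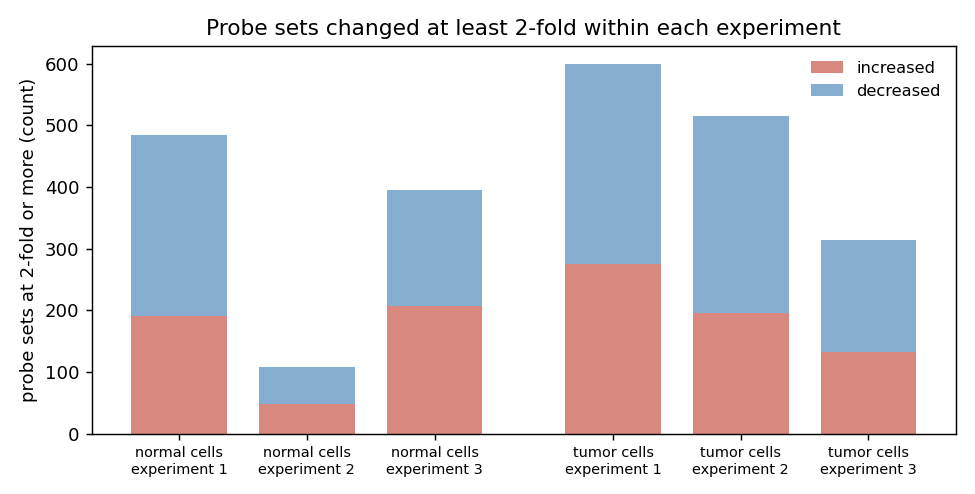
Number of expressed probe sets with a signal ratio of at least 2 between the arginine-deficient and the arginine-sufficient array of the same experiment, stacked by direction, for 3 experiments in normal and 3 in tumor cells. The bars of normal cells reach 485, 109 and 395 and those of tumor cells 599, 516 and 315.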

At the time of the data collection, nearly half of these genes lacked complete functional annotation in the rat genomic database.

**Table 1:** Microarray Suite analysis of gene regulation in normal vs. tumor cells in response to 18 hr arginine deprivation.

**CODE**	**CELL TYPE**	**ARG STATUS**	**ABSENT**	**PRESENT**	**NET INCREASE**	**NET DECREASE**	**MARGINAL**	**NO CHANGE**
**N1**	NORMAL	Arg +	7189	8474				
**N3**	"	Arg +	7102	8536				
**N5**	"	Arg +	7010	8662				
								
**N2**	"	Arg deficient	7140	8532	1242	876	135	6221
**N4**	"	Arg deficient	7296	8381	358	136	52	7990
**N6**	"	Arg deficient	6601	9082	832	811	105	6914
								
**MEAN**	**Normal**		**7106**	**8611**	**811**	**608**	**97**	**7042**
AVEDEV			167	174	302	314	30	632
								
**T1**	TUMOR	Arg +	7085	8535				
**T3**	"	Arg +	7051	8607				
**T5**	"	Arg +	7423	8224				
								
**T2**	"	Arg deficient	6934	8725	1514	1187	119	5715
**T4**	"	Arg deficient	7664	7973	1391	913	117	6186
**T6**	"	Arg deficient	7573	8065	843	678	86	6617
								
**MEAN**	**Tumor**		**7288**	**8355**	**1249**	**926**	**109**	**6173**
AVEDEV			265	268	271	174	14	305

Numbers of rat genes in Affymetrix RAE 230 array demonstrating expression, no change, increase, decrease and marginal change. Change in gene expression based on p value of 0.05 or less in pair-wise comparisons of three independent datasets. RAE 230 array contains 15,923 genes.

Because the number of genes in the preliminary analysis comprised a large portion of the rat genome, additional filters were applied to the dataset using GeneSpring™ 6.1 and 7.0 software analysis in order to identify the most reproducible and significant alterations resulting from transient arginine deficiency. For each cell type, all + samples were compared to all – samples, resulting in 9 comparisons. A concordance threshold of 66% or greater was set and 'arginine-responsive' increases or decreases were defined as a change of 2-fold and higher under arginine-deficient conditions. All other genes expressed were defined as "no change".

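A ratio of at least 2 in the same direction in at least 6 of the 9 comparisons between arginine-deficient and arginine-sufficient arrays was met by 47 increased and 23 decreased probe sets in normal cells (0.797% of 8786 expressed). In tumor cells it was met by 90 increased and 94 decreased probe sets (2.10% of 8757). Casp4, which encodes the inflammatory caspase also called caspase 11, met it in both, with a log2 change of 1.41 ± 0.35 in normal cells (adjusted p = 0.175, 0.00675 with the experiment as a block) and of 1.85 ± 0.35 in tumor cells (adjusted p = 0.0205). Idi1, an isomerase of the mevalonate pathway, met it in normal cells with -1.66 ± 0.36 (adjusted p = 0.115, 0.0203 with the experiment as a block). That probe set had -0.73 in tumor cells (adjusted p = 0.365, 0.152 with the experiment as a block). The other probe set of Idi1 had -2.12 in normal cells (adjusted p = 0.115, 0.0104 with the experiment as a block). In tumor cells it had -1.82 (adjusted p = 0.0569, 0.0063 with the experiment as a block). Ptgs2, the inducible cyclooxygenase, met the rule in tumor cells with 1.90 ± 0.53 (adjusted p = 0.0911, 0.00619 with the experiment as a block). Of the probe sets that met the rule, 11 in normal and 97 in tumor cells also passed limma's test, and 50 and 167 did with the experiment as a block. The rule holds no test, and on simulated arrays it took in a mean of 57.2 probe sets without a change in normal cells (46 to 65 over 5 simulated sets) and 52.4 in tumor cells (46 to 59). These numbers are not the false share of the real lists, of which 50 of 70 and 167 of 184 passed with the experiment as a block. Normal cells had 142 and 183 such probe sets without the arginine-sufficient or the arginine-deficient array of experiment 2, and tumor cells had 291 without the arginine-sufficient array of experiment 3, at 4 of the 6 remaining ratios. After quantile normalization the tumor split was 105 increased to 71 decreased.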

Using these more stringent parameters, the total number of arginine-responsive genes in normal cells and tumor cells was significantly reduced, to 56 and 162 respectively. A summary of the data comparing normal and tumor cells by functional gene class and direction of change is shown in Table 2. 

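Of the accessions listed for normal cells, 47 of 55 were matched to probe sets here, to 48 in all, of which 47 were expressed and 46 of these have a listed direction. All 46 had that direction, 10 passed limma's test and 40 did with the experiment as a block. For tumor cells, 144 of 161 accessions were matched, 145 of 147 expressed probe sets had the listed direction, 72 passed the test and 138 did with the experiment as a block. These lists were chosen on the same arrays, so their directions are not independent evidence. Listed as increased in tumor cells, Eif4ebp1, which encodes a repressor of translation, rose by 1.28 ± 0.18 in tumor cells (adjusted p = 0.00487).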

All 56 and 162 genes in normal and tumor cells respectively listed by accession numbers and corresponding direction of change relative to arginine-sufficient conditions (I = increase; D = decrease) are listed in supplemental Tables 4 and 5 [see additional files 1 and 2]. The entire 12 microarray dataset is available in MIAME format [9] in the NCBI Gene Expression Omnibus (GEO) database, confirmation #GSE2275. Figure 1 presents Venn diagrams of overlap between the arginine-responsive gene subsets of normal and tumor cells. 

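Over the 7951 probe sets expressed in both cell types, 23 increased and 1 decreased by the 2-fold rule in both, and 0 changed in opposite directions. These are 24 of the 55 probe sets that met the rule in normal cells (43.6%), which breaks down to 59.0% of the increases and 6.25% of the decreases. Chance would give 0.383 shared increases (one-sided Fisher's exact test, p = 6.09e-38) and 0.135 shared decreases (p = 0.127), with probe sets that are not independent of each other. Genes increased in both were Chac1, an enzyme that breaks down glutathione, with log2 changes of 1.38 ± 0.22 in normal and 1.55 ± 0.22 in tumor cells, and Mthfd2, a mitochondrial folate enzyme, with 1.35 ± 0.18 and 1.50 ± 0.18. Both passed limma's test in each cell type. By that test, 10 probe sets rose in both cell types and 0 fell in both (91 and 25 with the experiment as a block), where chance would give 0.125 and 0.0283, and unadjusted counts for the falls are 523 in normal and 857 in tumor cells. The share of the probe sets listed in normal cells that were shared was 100% of 5 at 9 of 9 ratios and 12.2% of 583 with no filter on low signals. Without the arginine-deficient array of experiment 2 of normal cells, 7 decreases were shared.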

Just over half the arginine-responsive genes in normal cells are also responsive in tumor cells. A surprising finding was the large number (133) of additional genes demonstrating arginine-responsive expression in tumor cells. 

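Here 121 probe sets met the 2-fold rule in tumor cells and not in normal cells among those expressed in both. Prss23, a secreted serine protease, fell by 2.31 ± 0.21 on the log2 scale in tumor cells (adjusted p = 0.000103) and had -0.18 ± 0.21 in normal cells. Its difference of response was -2.13 ± 0.30 (adjusted p = 0.0601, 0.0109 with the experiment as a block, 0.0222 with low signals raised to the expressed threshold). Clic3, of the chloride channel family, fell with -2.38 ± 0.50 in tumor cells (adjusted p = 0.0305), against -0.19 ± 0.50 in normal cells, and its difference of response did not pass the test (adjusted p = 0.824). The signals of Clic3 in tumor cells lie under the expressed threshold, with a mean of 98.7 with and 21.3 without arginine. With low signals raised to that threshold they all sat at it, so that setting cannot test its fall. The difference of response between tumor and normal cells passed limma's test for 0 of 9745 probe sets, with 550 at an unadjusted p under 0.05 where chance would give 487, and for 5 with the experiment as a block. For the 123 expressed probe sets that the paper lists in tumor cells alone, the median size of the log2 change was 1.17 in tumor and 0.42 in normal cells, and 106 had the same direction in normal cells. That list was chosen on these arrays and is not independent evidence. Of the 186 probe sets that passed the test in tumor cells, 161 had the same sign in normal cells. Without the arginine-deficient array of experiment 1 of normal cells, or without the arginine-sufficient array of experiment 3 of tumor cells, 1 difference of response passed.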

More than one third of these were listed as transcribed sequences with no listed functional information or homology to known sequences at the time of analysis. 

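The list of genes of the ATF4 and amino acid response rose in both cell types. In normal cells all 25 measured members of 30 listed were above 0, with a median log2 change of 1.06 (camera, adjusted p = 5.67e-33, adjusted p = 0.0172 with an estimated correlation). In tumor cells 24 of them were above 0, with a median of 1.36 (adjusted p = 7.22e-30, adjusted p = 0.0237 with an estimated correlation). In normal cells 6 members rose (22 when adjusted over the list alone, 18 with the experiment as a block), and in tumor cells 15 rose (23 when adjusted over the list alone and 23 with the experiment as a block). Nupr1, a stress-induced nuclear protein, rose by 1.99 ± 0.30 in normal cells (adjusted p = 0.0213) and 1.83 ± 0.30 in tumor cells (adjusted p = 0.0113). Herpud1, of ER-associated degradation, rose by 1.58 ± 0.27 (adjusted p = 0.0439) and 1.63 ± 0.27 (adjusted p = 0.0116). Ppp1r15a, a phosphatase subunit that restores translation after stress, rose by 2.17 ± 0.31 in tumor cells (adjusted p = 0.00487) and had 0.99 ± 0.31 in normal cells (adjusted p = 0.325, 0.0346 with the experiment as a block). Atf3, a stress transcription factor, rose by 3.69 ± 0.87 in tumor cells (adjusted p = 0.0488), or 0.71 (adjusted p = 0.209) with low signals raised to the expressed threshold. The list's median was 1.36 and 1.09 within the scan days that hold both groups of normal cells, and 1.51 and 1.30 within such chip lots of tumor cells. With the experiment as a block and an estimated correlation, the ATF4 list had an adjusted p of 0.31 in normal and 0.194 in tumor cells.

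**Figure D2:**
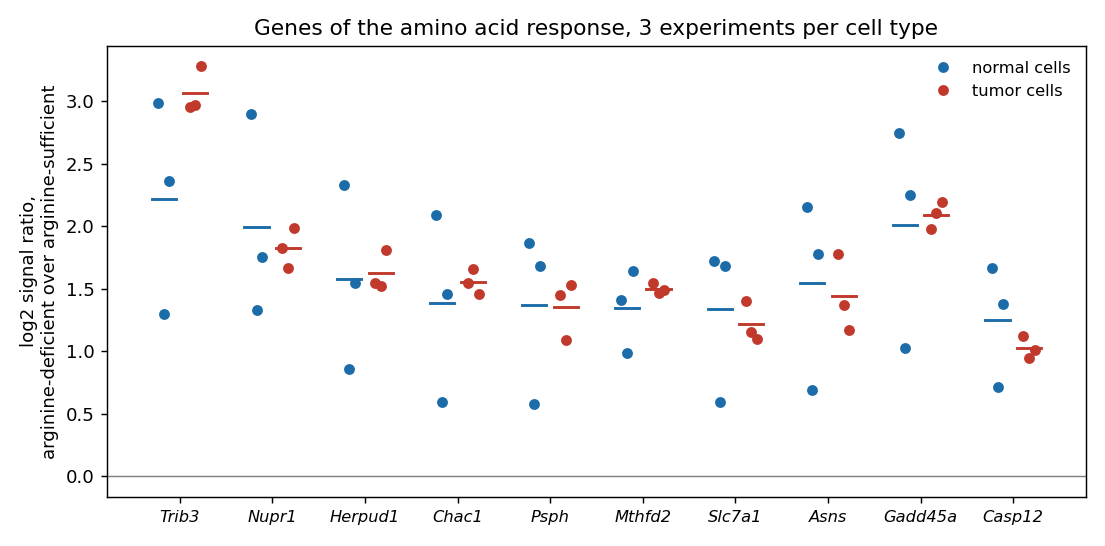
Log2 ratio of the arginine-deficient to the arginine-sufficient signal in each of 3 experiments (points) with their mean (line) for 10 genes of the amino acid and stress response, in normal and tumor cells. Trib3 lies highest of the 10 in tumor cells, and each of the 10 genes is above 0 in all experiments of both cell types.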

Not surprisingly, genes with increased expression upon arginine depletion in both normal and tumor cells include a large number of genes involved in cell cycle and growth regulation, cell death and apoptosis, and stress response. Several of these were known amino acid-responsive genes such as asparagine synthetase [10]. 

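Asns, asparagine synthetase, had a log2 change of 1.54 ± 0.28 in normal cells, which did not pass the test (adjusted p = 0.0555, 0.00654 with the experiment as a block), and rose by 1.44 ± 0.28 in tumor cells (adjusted p = 0.0228). In normal cells Asns also passed without the arginine-sufficient array of experiment 2 (0.00232), after quantile normalization (0.0494) and with low signals raised to the expressed threshold (0.0434). In tumor cells it no longer passed without the arginine-sufficient array of experiment 1 (0.0942) or 2 (0.0834), or without the arginine-deficient array of experiment 2 (0.107) or 3 (0.0606). Nor did it pass there by the adjusted p of a plain linear model (0.103). Its log2 ratios in the 3 experiments were 2.16, 0.69 and 1.78 in normal cells and 1.78, 1.37 and 1.17 in tumor cells. Psph, of serine synthesis, rose by 1.37 ± 0.25 in normal cells (adjusted p = 0.0462) and 1.36 ± 0.25 in tumor cells (adjusted p = 0.0168). Amino acid transporters rose as a list of 12 measured members, with a median of 0.48 in normal cells (adjusted p = 6.23e-05, adjusted p = 0.0521 with an estimated correlation) and 0.50 in tumor cells (adjusted p = 0.000227, adjusted p = 0.0779 with an estimated correlation). Members that rose were 1 in normal cells (6 when adjusted over the list alone, 5 with the experiment as a block) and 4 in tumor cells (6 when adjusted over the list alone, 6 with the experiment as a block). The change was below 0 for 3 members in normal and 4 in tumor cells, where 1 in each fell when adjusted over the list alone, and 0 and 1 with the experiment as a block. Slc7a1, the transporter of cationic amino acids such as arginine, rose by 1.34 ± 0.23 in normal (adjusted p = 0.0439) and 1.22 ± 0.23 in tumor cells (adjusted p = 0.0195). Its other probe sets did not pass. The first had 1.20 in normal (adjusted p = 0.115, 0.0150 with the experiment as a block) and 0.89 in tumor cells (adjusted p = 0.106, 0.0163 with the block). The next had 0.22 (adjusted p = 0.918) and 0.52 (adjusted p = 0.614). Slc7a5, which is LAT1, the light chain of CD98, rose by 1.53 ± 0.36 in tumor cells (adjusted p = 0.0489) and had 1.61 ± 0.36 in normal cells (adjusted p = 0.122, 0.0205 with the experiment as a block). Its partner Slc3a2, the 4F2 heavy chain, rose by 1.01 ± 0.22 in tumor cells (adjusted p = 0.0339) and had 0.89 ± 0.22 in normal cells (adjusted p = 0.164, 0.0346 with the experiment as a block). The transporter list's median was 0.49 and 0.47 within scan days of normal cells and 0.51 and 0.78 within chip lots of tumor cells.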

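Gadd45a, a stress protein that can arrest the cell cycle, had a log2 change of 2.01 ± 0.53 in normal cells (adjusted p = 0.213) and 2.09 ± 0.53 in tumor cells (adjusted p = 0.0609), neither of which passed the test. Both did with the experiment as a block, at 0.00304 in normal and 0.000644 in tumor cells. In tumor cells Gadd45a also passed after median centring (0.0446), with low signals raised to the expressed threshold (0.048) and from the 6 tumor arrays alone (0.0184). Casp12, a caspase of the ER, had 1.25 ± 0.26 in normal cells (adjusted p = 0.115, 0.00654 with the experiment as a block) and 1.03 ± 0.26 in tumor cells (adjusted p = 0.0628, 0.00431 with the experiment as a block), and passed in both after median centring (0.046 and 0.0377). Both genes were above 0 in all 9 comparisons of each cell type. Caspases and genes of the BCL2 family did not pass as a list of 16 measured genes (camera, adjusted p = 0.0564 in normal and 0.0518 in tumor cells), nor did growth arrest genes and CDK inhibitors as a list of 14 (adjusted p = 0.789 and 0.693). The caspase list passed in normal cells after quantile normalization (0.0321), with low signals raised to the expressed threshold (0.0441), without the arginine-deficient array of experiment 1 (0.0211) or the arginine-sufficient array of experiment 3 (0.0206), or without the arginine-sufficient tumor array of experiment 1 (0.0453) or 3 (0.0461). In tumor cells it passed without the arginine-sufficient array of experiment 1 (0.025), the arginine-deficient array of experiment 2 (0.0418) or the arginine-deficient array of experiment 2 of normal cells (0.0442). Gadd45a passed in both cell types without that last array (0.00904 in normal and 0.0151 in tumor cells), as did Casp12 (0.033 and 0.0456), and Gadd45a also in tumor cells without the arginine-deficient array of experiment 1 of normal cells (0.0314).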

Among other genes scoring as increased in both cell types was growth-arrest DNA damage-inducible 45 alpha (GADD45) and caspase 12. 

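Plau, the urokinase-type plasminogen activator that cleaves plasminogen at the cell surface, fell in tumor cells, with a log2 change of -1.53 ± 0.27 (adjusted p = 0.015). Normal cells had 0.33 ± 0.27, which did not pass the test (adjusted p = 0.754), at mean signals of 59.1 with and 73.8 without arginine that lie under the expressed threshold. The difference of response was -1.86 ± 0.39 and did not pass (adjusted p = 0.698, 0.0599 with the experiment as a block). These values are for the probe set with the higher mean signal. With low signals raised to the expressed threshold, its signals in normal cells all sat at that threshold, so that setting cannot test its change there. The other probe set of Plau had -0.55 in normal (adjusted p = 0.461) and -1.41 in tumor cells (adjusted p = 0.0102), with a difference of -0.86 (adjusted p = 0.824). For the first, the call in tumor cells ended without the arginine-sufficient array of experiment 1 (0.0575) or 2 (0.0766) or the arginine-deficient array of experiment 2 (0.0604). It also ended by the adjusted p of a plain linear model (0.0603).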

Genes down-regulated in both normal and tumor cells include plasminogen activator urokinase and low density lipoprotein receptor. Genes that exhibited arginine-responsive regulation in normal cells but a loss in tumor cells (or vice versa) may represent 'interesting' subsets in which the potential contribution of amino-acid regulation to the malignant phenotype could be explored. Genes whose expression was altered in tumor cells but not normal cells included tumor suppressor retinoblastoma-like 2, stress-response protein 70 kDa heat shock protein precursor and cell-surface linked signal transducer MAP-kinase phosphatase, cell cycle regulator cyclin dependent kinase inhibitor 2C (p18) and Ras. 

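Cdkn2c, the CDK inhibitor p18, fell in tumor cells with a log2 change of -1.47 ± 0.22 (adjusted p = 0.00575), against -0.14 ± 0.22 in normal cells. Hspa9, a mitochondrial heat shock protein of the 70 kDa family, rose in tumor cells by 1.13 ± 0.18 (adjusted p = 0.0102) and had 0.80 ± 0.18 in normal cells (adjusted p = 0.122, 0.0244 with the experiment as a block). Dusp5, a MAP kinase phosphatase, had 1.58 ± 0.39 in tumor cells (adjusted p = 0.0546, 0.00188 with the experiment as a block) and -0.03 ± 0.39 in normal cells. It also passed in tumor cells without the arginine-sufficient (0.0484) or arginine-deficient array (0.0297) of experiment 1 or the arginine-deficient array of experiment 3 (0.0302) of normal cells, or without the arginine-sufficient array of experiment 3 of tumor cells (0.0487). Rab3d, a Ras-related GTPase of secretory vesicles, fell in tumor cells with -1.11 ± 0.22 (adjusted p = 0.025), against -0.09 ± 0.22 in normal cells. That call ended after median centring (0.0584), without the arginine-deficient tumor array of experiment 1 (0.062) or 2 (0.067), or without the arginine-sufficient one of experiment 2 (0.128) or 3 (0.0694). It also ended from the 6 tumor arrays alone (0.0616). The call of Hspa9 in tumor cells ended without the arginine-sufficient (0.0592) or the arginine-deficient array of experiment 2 (0.0534). By the adjusted p of a plain linear model, none of Cdkn2c, Hspa9 and Rab3d passed in tumor cells (0.0538, 0.0538 and 0.0849). Rbl2, a pocket protein of the retinoblastoma family, had -0.23 ± 0.33 in tumor cells (adjusted p = 0.804). The difference of response between the cell types did not pass the test for any of these 5 genes, with adjusted p from 0.698 to 0.97, and 0.0691 to 0.586 with the experiment as a block.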

Genes scoring as changed in normal but "no change" in tumor cells were mainly in cholesterol and steroid biosynthesis pathways. 

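Genes of cholesterol synthesis fell in normal cells as a list, with all 17 measured members of 21 listed below 0 and a median log2 change of -0.98 (camera, adjusted p = 1.73e-17, adjusted p = 0.0553 with an estimated correlation). In tumor cells 13 of the 17 were below 0, with a median of -0.35 (adjusted p = 0.0276, adjusted p = 0.544 with an estimated correlation, 0.0511 with the experiment as a block). Members that fell in normal cells were 2 (13 when adjusted over the list alone, 11 with the experiment as a block), against 0 in tumor cells by limma (0 when adjusted over the list alone, 2 with the experiment as a block). Mvd, mevalonate diphosphate decarboxylase, fell in normal cells with -3.58 ± 0.55 (adjusted p = 0.0213) and had 0.54 ± 0.55 in tumor cells. Its mean signal in normal cells was 314 with and 25.2 without arginine, under the expressed threshold, and with low signals raised to that threshold the change was -0.77 (adjusted p = 0.393). Acat2, which makes acetoacetyl-CoA, fell with -1.62 ± 0.28 (adjusted p = 0.0439) and had -0.23 ± 0.28 in tumor cells. Cyp51, a sterol demethylase, had -1.24 ± 0.26 in normal cells (adjusted p = 0.109, 0.00854 with the experiment as a block) and -0.35 ± 0.26 in tumor cells. In normal cells the list's median was -1.71, -0.27 and -1.48 in the 3 experiments, and -1.71 and -1.48 within the scan days that hold both groups. The second of these days is experiment 3 itself, so its value is the same comparison. In tumor cells it was -0.36, -0.43 and -0.37 in the experiments, and -0.44 and -0.46 within the chip lots that hold both groups. Markers of fibroblasts and stellate cells also had a lower median in normal cells, -0.54 over 7 measured genes (adjusted p = 0.0326, adjusted p = 0.27 with an estimated correlation), which did not pass without the arginine-deficient array of experiment 1 (0.0829) or 3 (0.102) or the arginine-sufficient array of experiment 2 (0.102). The fall of the cholesterol list in tumor cells no longer passed without the arginine-sufficient array of experiment 2 (0.0558), or without the arginine-deficient array of experiment 2 (0.062) or of experiment 3 (0.0645).

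**Figure D3:**
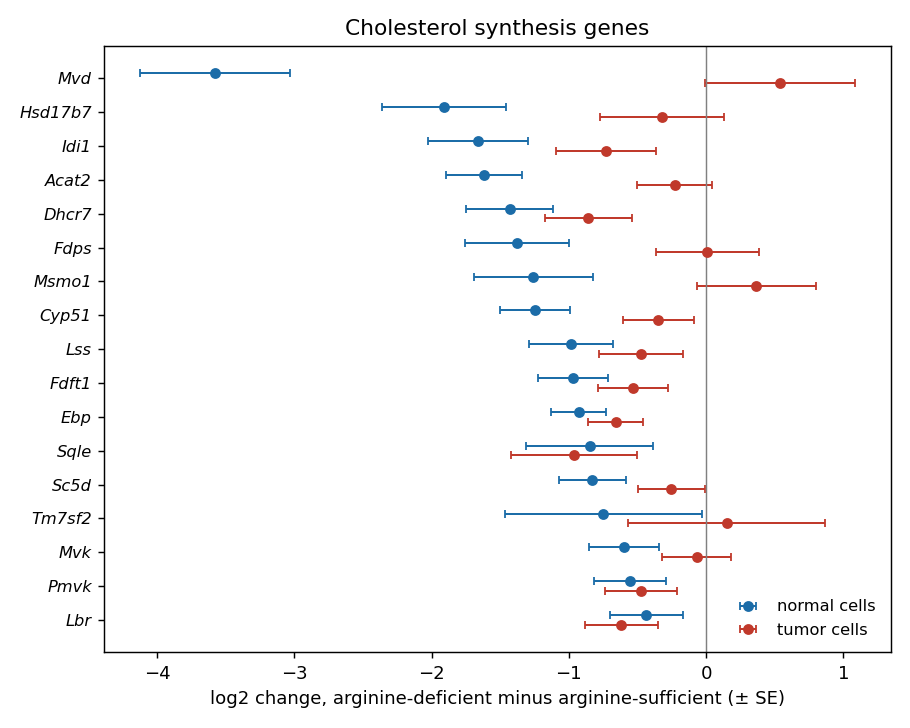
Log2 change without arginine, with its standard error from limma, for the 17 measured genes of cholesterol synthesis in normal and tumor cells. All 17 points of normal cells lie below 0, Mvd farthest at -3.58, where its signal without arginine is near background (-0.77 with low signals raised to the expressed threshold). Of those of tumor cells 13 do.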

Related to these were farnesyl diphosphate synthase and insulin-induced gene 1/growth response protein CL-6 (Insig-1/CL-6), an ER-residing membrane protein that blocks the proteolytic activation of sterol-regulatory element binding protein (SREBPs) transcription factors that activate the synthesis of fatty acids and cholesterol [11-13].

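Fdps, farnesyl diphosphate synthase, had a log2 change of -1.38 ± 0.38 in normal cells, which did not pass the test (adjusted p = 0.252, 0.0241 with the experiment as a block, 0.0358 with scan day as a block), and 0.01 ± 0.38 in tumor cells (adjusted p = 0.995). Its difference of response was 1.39 ± 0.53 (adjusted p = 0.824). Insig1 had -1.29 ± 0.40 in normal cells (adjusted p = 0.32, 0.0514 with the experiment as a block) and -1.22 ± 0.40 in tumor cells (adjusted p = 0.144, 0.0266 with the experiment as a block). The log2 ratios of Insig1 in the 3 experiments were -2.05, -0.34 and -1.47 in normal cells and -0.61, -2.13 and -0.92 in tumor cells, and its difference of response was 0.07 ± 0.56 (adjusted p = 0.997).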

**Table 2:** Stringent GeneSpring analysis of gene regulation in normal vs. tumor cells in response to 18 hr arginine deprivation.

Class (n)	Example	Change in Normal	Change in Tumor
Cell Growth and Maintenance (10)	growth arrest and DNA-damage-inducible 45 alpha Rattus norvegicus transcribed sequence with moderate similarity to protein sp:Q9H3K2 (H.sapiens) DER2_HUMAN Dermal papilla derived protein 2 (AA858928) neuronal cell death inducible putative kinase (NIPK) Caspase 12 tumor-associated protein 1 solute carrier family 7, member 1 solute carrier family 3, member 2 homocysteine-inducible, endoplasmic reticulum stress-inducible ubiquitin-like domain member 1 asparagine synthetase CTL target antigen	**Inc**	**Inc**
Unclassified (1)	Low density lipoprotein receptor	**Dec**	**Dec**
Cell Growth and Maintenance (28)	retinoblastoma-like 2 epithelial calcium channel 1 sequestosome 1 70 kda heat shock protein precursor protein arginine N-methyltransferase 3(hnRNP methyltransferase S. cerevisiae)-like 3 eukaryotic translation initiation factor 4E binding protein 1 protease, serine, 15 B-cell translocation gene 1 5-hydroxytryptamine (serotonin) receptor 3a MAP-kinase phosphatase (cpg21) diphtheria toxin receptor	**NC**	**Inc**
Unclassified (24)	growth arrest specific 5		
Cell Growth and Maintenance (12)	cyclin dependent kinase inhibitor 2C solute carrier family 6, member 6 fatty acid Coenzyme A ligase, long chain 3 Inhibitor of DNA binding 3, dominant negative helix-loop-helix protein Topoisomerase (DNA) 2 alpha adducin 3, gamma	**NC**	**Dec**
Signal Transduction (2)	RAB3D, member RAS oncogene family		
Developmental Processes (1)	Sperm-associated antigen 5 arginine vasopressin receptor 1A GATA binding protein 6		
Unclassified (21)	Nesprin-1		
Cell Growth and Maintenance (1)	endo-alpha-mannosidase	**Inc**	**NC**
Signal Transduction (2)	Inhibitor of DNA binding 2, dominant negative helix-loop-helix protein Rattus norvegicus transcribed sequence with strong similarity to protein pir:I55595 (H. sapiens) I55595 splicing factor (BG372903)		
Unclassified (7)	transmembrane 4 superfamily member 3 (NM_133526)		
Cell Growth and Maintenance (6)	cytochrome P450, subfamily 51 7-dehydrocholesterol reductase isopentenyl-diphosphate delta isomerase sterol-C4-methyl oxidase-like] farensyl diphosphate synthase Growth Response protein CL-6 (Insig-1)	**Dec**	**NC**

'Change' defined as 2 fold and higher increase (+) or decrease (-) in expression from + arg to - arg. 'NC' (No change) defined as all other genes that were *not *differentially expressed with a 2 fold and higher change. Main functional classes are shown in the table, with corresponding representative genes in each class. Categorization of genes was performed using GeneSpring software. The number of genes in each class is also shown beside the class in parentheses.

**Figure 1:**
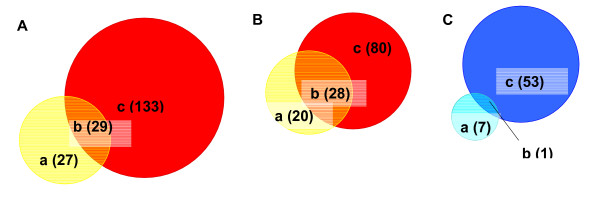
**Comparison of arginine-responsive gene sets in normal and tumor cells**. (A) a: Arginine-responsive genes in Normal Rat Hepatic Cells; b: Arginine-responsive genes in both Normal and Tumor Rat Hepatic Cells; c: Arginine-responsive genes in Tumor Rat Hepatic Cells. (B) a: Genes with expression Increase in Normal b: Genes with expression Increase in both Normal and Tumor; c: Genes with expression Increase in Tumor. (C) a: Genes with expression Decrease in Normal; b: Genes with expression Decrease in both Normal and Tumor; c: Genes with expression Decrease in Tumor.

Independent verification of expression was sought for a subset of genes via Northern blot analysis (Figure 2) and RT-PCR (Figure 3). Genes were selected in which cDNA probes were available with appropriate known controls to validate selected cases in which arginine-deprivation predicted an increase, decrease or no significant change in expression. Though the level of expression for some genes was found to differ substantially between normal and tumor samples, between arginine + and - conditions respectively, or between independent experimental replicates, trends predicted in microarray data analysis were generally validated by the confirmatory RNA expression analysis and densitometry. That is, LAT1, GADD45 and 4F2 increased in both cell types under conditions of arginine deprivation; LDLr decreased in both cell types upon arginine deprivation; LAT2 and GAPDH showed no significant change in either cell type, though LAT2 expression was very low in tumor cells; p21 decreased in normal cells but was below detection limits in tumor cells; farnesyl diphosphate synthase (FDPS) decreased in normal cells but not in tumor cells upon arginine deprivation; Insig 1 showed large variability with decreases in some replicates but not in others. The use of different probe sets between the microarray and Northern or PCR analyses, differences in quantitation and normalization methodology or undetermined other variables may account for differences in fold change values observed between these techniques.

**Figure 2:**
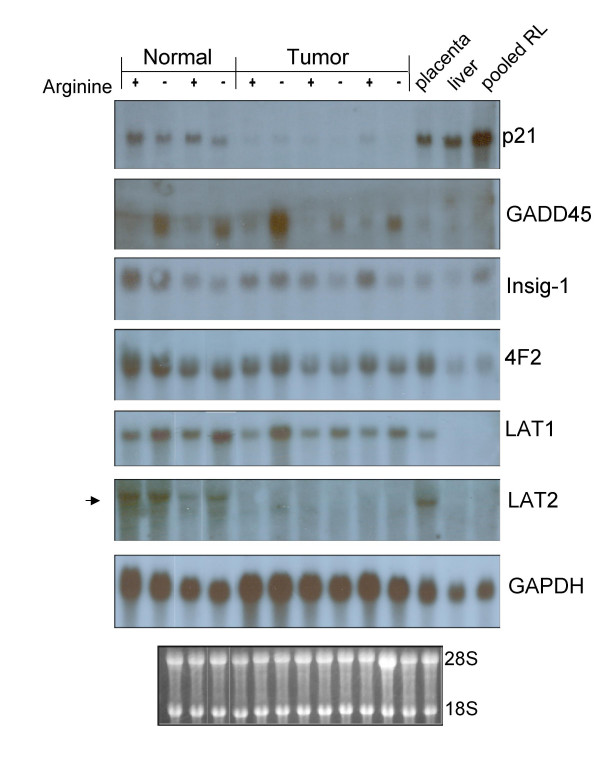
**Northern blot confirmation of selected rat hepatic gene expression in normal and tumor cells in response to 18 hr arginine deprivation**. Total RNA (10 ug per culture condition) was electrophoresed and blotted to nylon membranes for sequential hybridization with P-32 labeled cDNA probes for p21, GADD45, Insig-1, 4F2, LAT1, LAT2 and GAPDH. Autoradiographic exposures shown represent maximal differences observed between + and - arginine conditions. The ethidium bromide stained blot prior to hybridization is shown below for comparison of loading between lanes and evidence of intact RNA quality.

**Figure 3:**
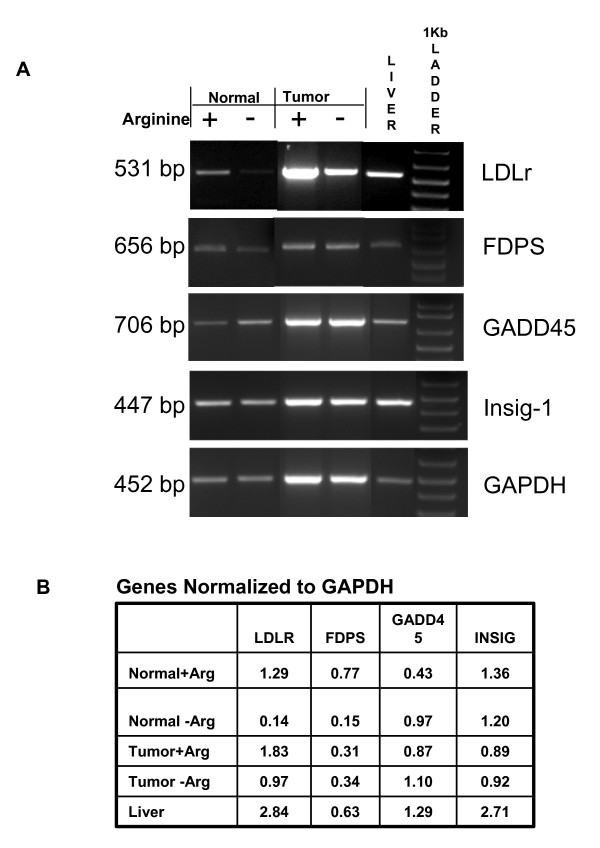
**RT-PCR confirmation of selected rat hepatic gene expression in normal and tumor cells in response to 18 hr arginine deprivation**. Semi-quantitative Reverse Transcription Polymerase Chain Reaction was used to assess relative expression of rat LDLr, farnesyl diphosphate synthase (FDPS), GADD45, Insig-1, and GAPDH for cells cultured with (+) or without (-) arginine, Adult liver served as a positive control. DNase treated total RNA was reverse-transcribed with and without (negative control) reverse transcriptase. **A**. Electrophoresis of PCR products was performed in 2% agarose, 1× TAE gel and visualized by ethidium bromide staining; 1 kb DNA marker was used to verify size of the PCR products. **B**. Densitometry of gel bands was assessed via LabWorks Software and values were ratioed to GAPDH to provide relative comparisons between Arginine + and Arginine - conditions.

Given its enormous potential for insight into regulatory physiology, nutrigenomics, the use of genomic tools to study nutrient-gene interactions, is an area of expanding interest in health and disease [14-16]. 

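Over the 7951 probe sets expressed in both cell types, the log2 changes without arginine in normal and in tumor cells correlated at 0.471 (Pearson) and 0.410 (Spearman), and 65.3% had the same sign in both. Without the genes of the amino acid response, transporter and tRNA synthetase lists, the correlation over the other 7890 probe sets was 0.433. Probe sets are not independent replicates, so no p is given. The median size of the log2 change was 0.204 in normal and 0.238 in tumor cells, against a median SD between replicate arrays of 0.283 and 0.265.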

We found global changes in gene expression when hepatic cells were subjected to short term deficiency of arginine. Arginine, a precursor of proteins and other compounds critical to normal metabolism, is considered essential for growth and development of many mammals [17,18]. Our experimental system was one of amino acid imbalance, but not of total arginine starvation, since the medium was supplemented with 5% non-dialyzed fetal bovine serum and the exposure to deficient conditions was less than 24 hr. In fact, arginine-free medium has been widely used as a means to deplete primary hepatocyte cultures of small numbers of contaminating nonparenchymal cells because all the enzymes necessary for arginine synthesis are expressed by the normal hepatocyte [17]. Importantly, viability was well preserved over the experimental timeframe (data not shown). Thus, the observed changes in gene expression were not the result of impending cell death but are more likely a response to nutrient stress.

Stress caused by changes in the cellular environment including nutrients is recognized as an important physiological parameter to which eukaryotic cells have evolved complex cellular responses [19-22]. Although it is not possible to differentiate primary effects from secondary during this timeframe, overall, cell growth and maintenance, metabolism, stress-related and apoptotic gene classes appear most predominant. 

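Of the 31 gene lists tested, 12 passed in normal cells (5 rose and 7 fell) and 12 in tumor cells (9 rose and 3 fell), but with an estimated correlation only the ATF4 list did in each. Among lists of growth and stress in tumor cells, immediate early genes and MAPK feedback genes rose with a median log2 change of 0.86 over 18 measured members (adjusted p = 2.23e-08, adjusted p = 0.221 with an estimated correlation). Of these, 2 rose (9 when adjusted over the list alone, 10 with the experiment as a block), Atf3 and Dusp1, a MAP kinase phosphatase, with 1.23 ± 0.29 (adjusted p = 0.0498). Genes of autophagy and the lysosome rose with a median of 0.48 over 16 members (adjusted p = 9.3e-06, adjusted p = 0.267 with an estimated correlation), 2 of which rose (5 when adjusted over the list alone, 7 with the experiment as a block). Within the chip lots that hold both groups the medians were 0.88 and 0.79 for immediate early genes and 0.42 and 0.55 for autophagy. Sqstm1, an autophagy receptor, rose by 1.30 ± 0.24 (adjusted p = 0.0186). In arginine and polyamine metabolism, 3 of 19 measured genes rose and 1 fell in tumor cells (4 and 2 when adjusted over the list alone, 4 and 3 with the experiment as a block). Odc1, which opens polyamine synthesis, rose by 1.11 ± 0.22 (adjusted p = 0.0246). The list of arginine and polyamine metabolism did not pass as a whole in normal or tumor cells (adjusted p = 0.0879 and 0.397), but passed in normal cells without the arginine-sufficient array of experiment 2 (0.028).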

Genes associated with metabolism and stress response that were present in the rat chip and showed a significant p-value for altered expression upon arginine deprivation are presented in Table 3. 

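Of the 28 probe sets that Table 3A gives for normal cells, all expressed here, 26 had the direction given there, 14 at an unadjusted p under 0.05, 1 at an adjusted p under the threshold and 8 with the experiment as a block. Of the 26 expressed probe sets of Table 3B for tumor cells, 26 had the direction given, 7 at an unadjusted p under 0.05, 2 at an adjusted p under the threshold and 6 with the experiment as a block. Under cholesterol and steroid metabolism, the direction given was found for 16 of 16 in normal cells and for 11 of 11 expressed ones in tumor cells. Probe sets were matched by identifier, and for those 16 of Table 3A the gene name given there fits the annotation of the array for 1, differs from it for 11, and cannot be set beside it for 4 that carry no symbol. Dhcr7, the last enzyme of cholesterol synthesis, had a log2 change of -1.43 ± 0.31 in normal cells (adjusted p = 0.115, 0.0104 with the experiment as a block) and -0.86 ± 0.31 in tumor cells (adjusted p = 0.195, 0.0316 with the experiment as a block). With low signals raised to the expressed threshold, Dhcr7 had -0.85 in normal (adjusted p = 0.319) and -0.86 in tumor cells (adjusted p = 0.135). The study chose these probe sets by their p on the same arrays, so the directions are not independent evidence.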

Because many genes associated with stress response in human cells were not present or identifiable on the RAE 230 chip however, it is not possible to fully assess arginine response of these gene sets in this model. With the exception of a subset of genes involved in cholesterol and steroid biosynthesis, there was no overall loss of amino-acid responsive regulation in the tumor cells compared to normal cells. 

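The difference of response, tumor minus normal, was above 0 for 15 of the 17 measured genes of cholesterol synthesis, with a median of 0.58 on the log2 scale (camera, adjusted p = 3.3e-07, adjusted p = 0.401 with an estimated correlation, fry 0.354). Mvd had 4.11 ± 0.77 (adjusted p = 0.589, 0.0691 with the experiment as a block, 0.85 with low signals raised to the expressed threshold) and Msmo1, a sterol oxidase, 1.63 ± 0.61 (adjusted p = 0.824, 0.123 with the experiment as a block). None of the 17 passed limma's test of the difference (6 at an unadjusted p under 0.05), and 2 did when adjusted over the list alone. For the ATF4 list the median difference was 0.27 (adjusted p = 0.0316, adjusted p = 0.569 with an estimated correlation), a call that ended without the arginine-sufficient or the arginine-deficient array of experiment 2 of normal cells (0.655 and 0.249), without the arginine-deficient array of its experiment 3 (0.0654), or without the arginine-deficient array of experiment 1 (0.0925) or the arginine-sufficient array of experiment 3 (0.103) of tumor cells. It also ended after quantile normalization (0.103), with no filter on low signals (0.0818) and with low signals raised to the expressed threshold (0.0769). The paper states that outside a subset of cholesterol and steroid genes the tumor cells show no general loss of regulation by amino acids.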

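By limma's test 0.164% of the 9745 probe sets changed in normal cells and 1.91% in tumor cells, and with the experiment as a block 2.41% and 11.0%. Lonp1, a mitochondrial protease, is among those that rose in tumor cells, with 1.53 ± 0.18 (adjusted p = 0.00146), and had 0.77 ± 0.18 in normal cells (adjusted p = 0.154, 0.0261 with the experiment as a block). Id3, an inhibitor of DNA binding, fell in tumor cells with -1.33 ± 0.28 (adjusted p = 0.0329), against -0.03 ± 0.28 in normal cells. Neither gene's difference of response passed the test (adjusted p = 0.824 for Lonp1 and 0.824 for Id3).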

In fact, to our surprise, in assessing the entire rat transcriptome a larger proportion of genes was found to be arginine-responsive in tumor cells compared to the normal cell from which they were derived. The use of this paired cell set in the experimental design is an important consideration as it minimizes variation due to other factors such as genetic strain or viral exposure. Our data not only add to the nutrigenomics literature and database in general, but also extend the finding of others in which changes in amino acid composition or starvation have been associated with specific patterns of hepatic gene response both *in vivo *and *in vitro *[23-25]. 

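Chaperones of the ER and genes of ER-associated degradation had a median log2 change of 0.07 in normal cells (22 measured of 25 listed, 16 above 0, adjusted p = 0.0713 from camera, 0.0353 and 0.00819 without the arginine-sufficient or the arginine-deficient array of experiment 2, 0.0309 with no filter on low signals, 0.0441 with low signals raised to the expressed threshold, adjusted p = 0.422 with an estimated correlation) and 0.09 in tumor cells (17 above 0, adjusted p = 0.205). By limma 0 members changed in either cell type, also when adjusted over the list alone, and with the experiment as a block 1 fell in normal and 2 rose in tumor cells. At an unadjusted p under 0.05, 2 members were above 0 and 1 below 0 in each cell type. Herpud1, of ER-associated degradation, was counted in the ATF4 list and not in this one, and rose by 1.58 in normal and 1.63 in tumor cells. Hyou1, an ER chaperone of the HSP70 family, had 0.33 ± 0.27 in normal (adjusted p = 0.756) and 0.11 ± 0.27 in tumor cells (adjusted p = 0.91), by the probe set with the higher mean signal. The other probe set of Hyou1, the one in Table 3B, had -0.29 (adjusted p = 0.718) and -0.04 (adjusted p = 0.957). Pdia6, a protein disulfide isomerase, had -0.10 ± 0.16 (adjusted p = 0.899) and 0.07 ± 0.16 (adjusted p = 0.906). Of the ATF4 list, whose genes ER stress and amino acid shortage both induce, Cth, of cysteine synthesis, rose by 1.88 ± 0.37 in tumor cells (adjusted p = 0.0244).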

The data suggest that arginine deprivation of hepatic normal and tumor cells may induce an initial stress response very similar to the well known endoplasmic reticulum (ER) stress-response described in eukaryotic cell types [19]. The location of products of several arginine-responsive genes including caspase 12, LDLr, Insig-1 and cholesterol/steroid biosynthesis all in the ER are consistent with the induction of a potent luminal ER stress response in both normal and tumor cells. Interestingly, although both cell types appear able to modulate LDLr, a regulator of cholesterol and steroid biosynthesis, in response to arginine deprivation, at some point downstream of the stress pathway, tumor cells appear to deviate by losing regulation of Insig-1 and metabolic genes directly involved in cholesterol and steroid biosynthesis. 

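Genes of sterol sensing and LDL uptake had a median log2 change of -0.30 in normal cells over 8 measured of 15 listed (adjusted p = 0.041, adjusted p = 0.27 with an estimated correlation) and 0.02 in tumor cells (adjusted p = 0.928). Among them, Insig2, an ER protein that holds back SREBP, had -0.02 ± 0.28 in normal (adjusted p = 0.99) and 0.44 ± 0.28 in tumor cells (adjusted p = 0.492). None of the 8 passed the test in either cell type by limma (1 in normal cells when adjusted over the list alone, and in tumor cells 1 up and 1 down with the experiment as a block). Genes of fatty acid synthesis had a median of -0.33 in normal cells over 13 measured of 17 listed (adjusted p = 0.00931, adjusted p = 0.212 with an estimated correlation) and -0.12 in tumor cells (adjusted p = 0.283). Acly, which makes cytosolic acetyl-CoA, had -0.45 ± 0.17 in normal (adjusted p = 0.439) and -0.12 ± 0.17 in tumor cells (adjusted p = 0.819), and 0 members passed by limma (1 in each cell type when adjusted over the list alone; with the experiment as a block 1 down in normal cells, and 1 up and 1 down in tumor cells). The difference of response did not pass for either list (adjusted p = 0.149 and 0.369). That of the sterol sensing list passed without the arginine-sufficient array of experiment 2 of normal cells (0.0345) or the arginine-deficient array of experiment 2 of tumor cells (0.0473). In normal cells the sterol sensing list no longer passed without the arginine-sufficient array of experiment 1 (0.18) or of experiment 3 (0.125), or without the arginine-deficient array of experiment 1 (0.127) or of experiment 2 (0.131). The fatty acid list no longer passed without the arginine-sufficient array of experiment 1 (0.16) or the arginine-deficient array of experiment 2 (0.0582). With no filter on low signals neither passed (0.0614 and 0.0545). Within scan days of normal cells the medians were -0.44 and -0.24 for sterol sensing and -0.83 and -0.29 for fatty acid synthesis. Markers of fibroblasts and stellate cells moved the same way in normal cells, with -0.34 and -0.54 within those days.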

While it is tempting to speculate that loss of regulation within this gene cluster may be adaptive in a tumor microenvironment of limited nutrient availability, permitting malignant cells to persist in membrane synthesis required for repeated cell divisions, endocytosis, fusion or other processes, the relevance of these observed changes in gene expression *in vitro *to potential alterations in hepatic function and tumor growth *in vivo *are currently unknown. This hypothesis is testable but beyond the limits of the current project. The generation and reporting of nutrigenomic data is undeniably descriptive. However, datasets such as this one are valuable in that they facilitate hypothesis generation and further research. Much more study is needed to define specific genes and mechanistic pathways linking amino acids and other dietary nutrients to cancer risk.

**Table 3:** Arginine sensitivity of rat hepatic cells for known stress response-linked genes.

**A. Normal Hepatic Cells**				
Annotation	Gene name	Affymetrix ID	Change	P value

Metabolism (Cholesterol biosynthesis)	farensyl diphosphate synthase	1370808_at	↓	0.00002
	farnesyl diphosphate farnesyl transferase 1	1387119_at	↓	0.00011
	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	1373243_at	↓	0.00002
	cytochrome P450, subfamily 51	1368232_at	↓	0.00002
	mevalonate pyrophosphate decarboxylase	1375852_at	↓	0.00043
	7-dehydrocholesterol reductase	1386990_at	↓	0.00013
	mevalonate kinase	1388218_at	↓	0.00002
	isopentenyl-diphosphate delta isomerase	1367839_at	↓	0.00002
	diaphorase 1	1372012_at	↓	0.00077
	Sterol 14 alpha-demethylase (CYP51)	1387020_at	↓	0.00002
	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	1367932_at	↓	0.00002
	phenylalkylamine Ca2+ antagonist (emopamil) binding protein	1367667_at	↓	0.00021
	cytochrome P450, subfamily 51	1368189_at	↓	0.00002
	mevalonate kinase	1368878_at	↓	0.00120
	low density lipoprotein receptor	1388872_at	↓	0.00021
	isopentenyl-diphosphate delta isomerase	1368020_at	↓	0.00002
Metabolism and energy pathways	ATP citrate lyase	1367854_at	↓	0.00002
Metabolism (Urea Cycle)	arginase 1	1368266_at	↓	0.000492
	glutamate dehydrogenase 1	1370200_at	↓	0.00002
	heterogeneous nuclear ribonucleoprotein A/B	1367754_s_at	↓	0.001651
	ornithine aminotransferase	1367729_at	↓	0.002753
	argininosuccinate lyase	1368916_at	↓	0.015426
Growth arrest and DNA damage inducible gene	Gadd45g-predicted	1388792_at	↓	0.00024
	Gadd45b-predicted	1372016_at	↓	0.00778
	Gadd45gip_1predicted	1371896_at	↓	0.00077
Stress Response	growth response protein (CL-6)	1367894_at	↓	0.00002
	voltage-dependent anion channel 1	1386909_a_at	↓	0.00107
Apoptosis	ankyrin-like repeat protein	1367664_at	↓	0.00005

**B. Hepatic Tumor Cells**				

Annotation	Gene name	Affymetrix ID	Change	P value

Metabolism (Cholesterol biosynthesis)	farnesyl diphosphate farnesyl transferase 1	1367839_at	↓	0.00110
	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	1367932_at	↓	0.00002
	cytochrome P450, subfamily 51	1367979_s_at	↓	0.00014
	7-dehydrocholesterol reductase	1368189_at	↓	0.00043
	isopentenyl-diphosphate delta isomerase	1368878_at	↓	0.00004
	protein kinase, AMP-activated, alpha 1 catalytic subunit	1369104_at	↓	0.05055
	diaphorase 1	1370808_at	↓	0.00304
	Dhcr24-predicted	1372012_at	↓	0.01202
	phenylalkylamine Ca2+ antagonist (emopamil) binding protein	1386990_at	↓	0.00165
	cytochrome P450, subfamily 51	1387020_at	↓	0.00650
	low density lipoprotein receptor	1388218_at	↓	0.00002
	mevalonate pyrophosphate decarboxylase	1368020_at	↑	0.03578
Metabolism and energy pathways	ATP citrate lyase	1367854_at	↓	0.00002
Metabolism (Urea Cycle)	glutamate dehydrogenase 1	1370200_at	↓	0.00359
	glutamate dehydrogenase 1	1387878_at	↓	0.00021
	ornithine aminotransferase	1367729_at	↓	0.00002
	arginase 1	1368266_at	↓	0.00061
Growth arrest & DNA damage inducible gene	Gadd45g-predicted	1388792_at	↓	0.00249
	Gadd45gip_1predicted	1371896_at	↓	0.00133
Stress Response	oxygen regulated protein (150 kD)	1370665_at	↓	0.00141
	solute carrier family 2, (facilitated glucose transporter) member 8	1368286_at	↓	0.00049
	growth response protein (CL-6)	1367894_at	↓	0.00004
	insulin induced gene 2	1389377_at	↑	0.02475
	protease, serine, 25	1367478_at	↑	0.00004
Apoptosis	ankyrin-like repeat protein	1367664_at	↓	0.01202
	glycogen synthase kinase 3 beta	1370267_at	↓	0.00249
	valosin-containing protein	1367455_at	↓	0.03841

Genes were selected based on key word categories/annotations shown and search of Affymetrix rat gene chip probes. Not all genes associated with stress response in human cells are included or identifiable in the rat gene chip. Genes scoring as absent in all 6 normal or tumor samples were eliminated from further analysis. For genes scoring as present, the average value of (+) arginine and (-) arginine was calculated for three replicate samples. Direction of change in expression upon arginine deprivation and the associated p value for such change is presented.

## Methods

### Cell culture

The rat hepatocyte normal diploid cell line WB344 ("normal") and GP7TB, a chemically-transformed derivative capable of generating hepatic tumors upon transplantation to syngeneic rats ("tumor"), were obtained from the laboratory of Dr. William Coleman, Dept. Pathology, University of North Carolina, Chapel Hill and maintained as previously described [5]. To assess arginine-responsive gene expression, at no more than 80% confluence, media was removed and cells were rinsed briefly with a custom formulation of Chee's Essential Medium (CEM) without arginine (GIBCO Invitrogen Corp., Carlsbad, CA). Medium was then replaced with CEM with or without L-Arginine HCl at 0.168 gm/liter for an additional 18 hours at 37 C and 5% CO_2_. Media included 5% fetal bovine serum. The CEM media formulation was utilized because it has been demonstrated to maintain differentiated function and gene expression in cultured hepatic cells [4].

### RNA isolation and microarray analysis

Cells were harvested by lysis-extraction of total RNA with TriReagent (Molecular Research Center, Inc., Cincinnati, OH). RNA quantity and quality were assessed by absorbance at 260 and 280 nm using a Genesys 5 spectrophotometer (Spectronic, Leeds, UK). Electrophoresis of the RNA samples followed by ethidium bromide staining was used to further evaluate RNA samples. Only non-degraded RNAs without DNA contamination were utilized. Five μg of total RNA were converted to the first strand of cDNA by using SuperScript II RT (Invitrogen Corporation, Carlsbad, CA), and gel-purified T7-oligo dT(24) (W.M. Keck Foundation, New Haven, CT) as the primer. Second strand synthesis was performed using E coli Polymerase I, DNA ligase, E coli RNA H and T4 DNA Polymerase according to the manufacturer's instructions and reagents in the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen). The resulting cDNA was purified by extraction with (25:24:1) phenol: chloroform: isoamyl alcohol (Ambion, Inc., Austin, TX), separation of the aqueous phase using phase lock gels and precipitation in ethanol. The purified cDNA subsequently served as template for production of biotin labeled cRNA transcript using the BioArray High Yield RNA Transcript Labeling Kit (ENZO Biochemical, New York, NY) and biotin-labeled UTP and CTP. Labeled cRNA was isolated using the RNeasy Mini Kit columns (Qiagen, Valencia, CA), quantified for purity, concentration and yield and subsequently fragmented in 100 mM potassium acetate-30 mM potassium acetate-40 mM Tris-acetate (pH 8.1) for 35 minutes at 94 C to generate 35–200 bp fragments, suitable for hybridization. Eukaryotic Target Hybridization was accomplished with 10 μg of fragmented cRNA, eukaryotic hybridization controls, herring sperm DNA (Promega Biosciences, Inc., San Luis Obsipo, CA), acetylated BSA (Invitrogen), 2× hybridization buffer and DEPC treated water to make the cocktail final concentration 100 mM MES and 1 M [Na+]. Following clarification of the cocktail by heating and centrifugation, rat 230A expression arrays (Affymetrix, Santa Clara, CA) were loaded with the target cRNA cocktail and rotated at 60 rpm for 16 hours at 45 C. Following hybridization, the cocktail was removed and the microarrays were washed with Non-stringent buffer [6× SSPE, 0.01% Tween 20 (Pierce, Rockford, IL) 0.005% Antifoam (Sigma, St Louis, MO)] at 30 C and Stringent buffer (100 mM MES, 0.1 M [Na+], 0.01% Tween 20) at 50 C in a Affymetrix GeneChip Fluidics Station 400 according to the manufacturer's protocol. Microarrays were subsequently stained with Streptavidin-conjugated Phycoerythrin (SAPE, Invitrogen, Carlsbad, CA) and staining intensity was antibody amplified using a biotinylated anti-streptavidin antibody (Vector Laboratories, Burlingame, CA) according to Affymetrix protocols. The GeneChips were scanned at 570 nm using the Agilent Technologies G2500A GeneArray scanner with MicroArray Suite software. All hybridization steps were performed at the Brown University COBRE Center for Genomics and Proteomics Microarray Facility. Each hybridization was performed in triplicate from separate RNA prepared from independent cell cultures of both normal and tumor cells.

### Data analysis

Each gene on the 230A array is represented by 20 different 25-base cDNA oligonucleotides complementary to a cRNA target transcript (perfect match) together with specificity control oligonucleotides containing a single base substitution (mismatch) for each perfect-match. The combination of perfect-match and mismatch cDNA oligonucleotides for each gene is termed a probe set. Affymetrix-defined absolute mathematical algorithms describing perfect-match and mismatch hybridization intensities were used to define each gene as "present" or "absent" and assign a value. Binding intensity values were scaled to evaluate differential expression +/- arginine supplementation. Affymetrix-defined comparison mathematical algorithms determined whether a transcript was classified as "increased", "decreased", "marginally increased", "marginally decreased" or "not changed" and a fold change in expression was calculated. Only genes that had signal present were selected from the normalized data for further analysis. This was accomplished using GeneSpring version 7.0 (Silicon Genetics, Redwood City, CA) importing data from Affymetrix MicroArray Suite (MAS 5.0) into GeneSpring as tab delimited text files. Additional criteria/filters were used to classify a gene as significantly up- or down-regulated upon short term arginine starvation: (i) expression of a gene must be classified as increased or marginally increased (or decreased or marginally decreased) in each replicate compared to the arginine sufficient condition. (ii) The mean fold change for arginine starvation-induced gene expression must be greater than 2. Mean transcriptional expression of a given gene was calculated as the sum of the fold change in gene expression for each arginine-minus condition compared to each arginine-sufficient (normal) condition divided by 6. Standard errors in mean transcriptional expression of a gene were also calculated. Comparison between gene expression levels among groups was done using the Two-Way ANOVA test.

All microarray data were submitted in compliance with the Minimal Information about Microarray Experiments (MIAME) via the Gene Expression Omnibus (GEO) data repository under the title "A Bioinformatic Analysis of Arginine-Sensitive Regulation of rat Hepatic Gene Expression", confirmation #GSE2275 [26]. The MIAME standard, developed by the Microarray Gene Expression Data Society, specifies information to permit experimental reproducibility, standardization of data reporting and sharing, and allows global access to the original microarray data [9]. Annotation of the differentially expressed genes and classification into functional groups was done using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) program (NIH).

### Northern blot confirmation of gene expression

Aliquots (10 μg) of total RNA were size fractionated on 1% agarose/formaldehyde gels as described previously [4]. After electrophoresis, gels were equilibrated in 1 M ammonium acetate and RNA was transferred to nylon membranes. Blots were baked for 2 hr at 80 C. Hybridization with cDNA probes was carried out at 42 C in ULTRAhyb hybridization solution (Ambion, Austin, TX) sequentially to random primed, ^32^P-labeled cDNAs of interest. Probes for TA1/LAT1, 4F2/CD98 and GAPDH were described previously [5]. The following partial cDNAs were generated by PCR from known positive template RNA to confirm expression patterns of additional genes of interest: rat GADD45, a 706 bp PCR fragment representing nucleotides 1 to 706 [GenBank NM_024127.1]; rat Insig1/CL6, a 1392 bp fragment representing nucleotides 339 to 1730 [GenBank L13619]; rat LAT2, a 990 bp fragment corresponding to nucleotides 580 to 1570 [GenBank NM_053442.1]. These partial cDNAs were PCR amplified under individually optimized conditions with template RNA from positive control rat tissues or cell lines and subcloned into pCR4 Blunt-TOPO plasmid vector. Rat p21 cDNA, a 316 bp fragment representing nucleotides 318 to 634 [GenBank U24174] was the kind gift of Dr. Phillip Gruppuso, RI Hospital. The identity of all cDNA probes was confirmed by DNA sequencing (Keck Biotechnology Laboratory, Yale University (New Haven, CT). Purified inserts were digested from vector with EcoR1. For LAT2, EcoR1 digestion resulted in two insert products and the larger, 660 bp fragment was used as probe. After hybridization and washing, blots were exposed to X-ray film in the presence of intensifying screens or a Cyclone Phosphorimager (Model A431201) (Downers Grove, IL).

### RT-PCR confirmation of gene expression

Semi-quantitative Reverse Transcription Polymerase Chain Reaction was used to assess relative expression of the following genes by amplification of these products: rat LDLr, a 531 bp fragment representing nucleotides 106 to 636 [GenBank NM_175762]; rat farnesyl diphosphate synthase (FDPS), a 656 bp fragment representing nucleotides 229 to 884 [GenBank NM_031840.1]; rat GADD45, a 706 bp fragment representing nucleotides 1 to 706 [GenBank NM_024127.1]; Insig-1, a 447 bp fragment representing nucleotides 1284 to 1730 [GenBank L13619] and rat GAPDH, a 452 bp fragment representing nucleotides 1369 to 1820 [GenBank NM_017008]. RNAs used for Northern blot analysis were used to generate cDNA and PCR products. Rat adult liver total RNA served as a positive control. Three micrograms of total RNA in a final volume of 20 μl was DNase I (Invitrogen, Carlsbad, CA) treated at room temperature for 15 minutes and the reaction stopped by addition of 25 mM EDTA followed by incubation at 65 C for 10 minutes to inactivate the DNase I enzyme. DNase treated total RNA was reverse-transcribed with and without reverse transcriptase for 60 minutes at 50 C using Superscript III Reverse Transcriptase (Invitrogen, Carlsbad, CA), Oligo (dT)_12–18 _(Invitrogen, Carlsbad, CA), RNase OUT ribonuclease inhibitor (Invitrogen, Carlsbad, CA, and 10 mM DNTP set (Invitrogen, Carlsbad, CA. Platinum Taq DNA polymerase (Invitrogen, Carlsbad, CA) was used for the RT-PCR reactions, which included 100 ng cDNA per 20 μl containing a final concentration of 1.5–2.25 mM MgCl_2 _0.2–0.3 mM dNTP, 0.5 μM each forward and reverse primers, and 0.025 U Platinum Taq DNA polymerase. PCR reactions were run in a Px2 Thermal Cycler (Themo Electron Corp.). LDLr and FDPS reactions were 94 C for 60 s followed by 94 C for 30 s, 55 C for 30 s, 72 C for 30 s (30 cycles), and a final incubation at 72 C for 10 minutes. GADD45 reactions were cycled at 94 C for 60 s, 50 C for 45 s, 72 C for 90 s for (40 cycles) and a final incubation at 72 C for 10 minutes. Insig-1 reactions were cycled at 94 C for 30 s, 55 C for 30 s, 72 C for 90 s (35 cycles) and a final incubation at 72 C for 10 minutes. GAPDH was cycled at 94 C for 60 s, followed by 94 C for 30 s, 53 C for 30 s, 72 C for 30 s (30 cycles), and a final incubation at 72 C for 10 minutes. Electrophoresis of PCR products was performed in 2% agarose, 1× TAE gel and visualized by ethidium bromide staining. Densitometry was run on LabWorks Software and values were ratioed to GAPDH densitometry values.

## Abbreviations

ER, endoplasmic reticulum; LAT1, L-type amino acid transporter, type 1

## Declaration of competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

HWL carried out portions of the bioinformatic analysis, submitted the MIAME dataset to GEO, prepared manuscript figures and tables for the original manuscript and participated in the initial text draft. CS prepared the cRNAs and conducted the microarray hybridization, scanning, raw data collection and supervised primary bioinformatic data analysis. ALB isolated total RNA from cell cultures, conducted Northern blot hybridization, generated PCR probes, RT-PCR quantitation and figure preparation, and participated in data analysis. BL participated in the initial microarray bioinformatic analysis, RT-PCR and data interpretation. CF carried out the cell culture and participated in figure preparation and unpublished confirmatory experiments. ES conducted additional bioinformatics analysis assessing specific classes of genes including stress response, cholesterol biosynthesis and other categories for a table in the revised manuscript; NLT designed experiments, supervised the overall project and prepared the final version of the manuscript for submission.

## Supplementary Material

Additional file 1 Major functional classes of arginine-sensitive genes in normal hepatic cells. GeneSpring functional categories of arginine-responsive genes in normal hepatic cells based on 9-way comparison of three independent data sets. Numbers of genes in each class and subclass are shown in parentheses along with gene accession numbers. Increase (I) and Decrease (D) defined as a two fold or higher change in expression from + arg to - arg. Click here for file

Additional file 2 Major functional classes of arginine-sensitive genes in hepatic tumor cells. GeneSpring functional categories of arginine-responsive genes in tumorigenic hepatic cells based on 9-way comparison of three independent data sets. Numbers of genes in each class and subclass are shown in parentheses along with gene accession numbers. Increase (I) and Decrease (D) defined as a two fold or higher change in expression from + arg to - arg. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

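RNA from 12 cultures was measured, 3 each of normal (WB-F344) and tumor (GP7TB) rat liver cells grown for 18 hours with arginine (0.168 g/l) or without it, with 1 Affymetrix RAE230A array per culture. The values analysed are intensities, signals per probe set that the authors made with Microarray Suite 5.0, one array at a time from perfect match and mismatch probes, and scaled to a common mean. They are on a linear scale, not log-transformed and not centred per gene, and the authors' later change calls and GeneSpring steps are not part of them. A short information record of each array's run was read for its chip lot and scan day alone. Arrays give no counts, so the number of arrays limits the precision.

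Signals below 1 were set to 1 and log2 was taken. A probe set was tested when its signal was among the highest 54% of its array (a threshold of 146 to 191) in at least 3 of the 12 arrays, and the 57 controls were left out. Gene symbols are those of the array's annotation, where 311 probe sets carry several symbols, and 12742 symbols were checked through their gene identifiers, of which 0 changed. Pairs of arginine-deficient and arginine-sufficient cultures were taken from the paper's first table and the labels.

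The model was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and empirical Bayes moderation with an intensity trend. Its contrasts were arginine-deficient minus arginine-sufficient in normal and in tumor cells, the difference between these responses (tumor minus normal), and tumor minus normal with arginine. Benjamini-Hochberg adjustment covered all tested probe sets of a contrast. The fit with the experiment as a block has 4 residual degrees of freedom. The 2-fold rule asks for a ratio of at least 2 in the same direction in at least 6 of 9 comparisons, over probe sets expressed in that cell type, and the overlap of its lists was tested with a one-sided Fisher's exact test. The 31 gene lists were tested on 1 probe set per gene, the one with the highest mean signal, with limma's camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry. Named genes are every gene the paper names that carries a symbol on the array, the 10 largest increases and decreases of each comparison within a cell type and the 5 largest of the others, and up to 4 members of each list that passed. The largest were taken from probe sets past the threshold with the same direction in all 9 ratios. This gave 199 genes, and values in the paper's tables had been seen when the rule was set. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.

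Alternatives covered the filter on low signals (none, the highest 40%, or low signals raised to the 46th percentile), an offset of 16.1 added to every signal, quantile normalization, median centring, no intensity trend, a plain linear model, blocks for the experiment, scan day or chip lot, 1 cell type alone, other minimum numbers of ratios, the mean over a gene's probe sets, and leaving out each array in turn. The fit was tested on simulated data. The change calls of single pairs of arrays, the functional classes and the measurements of cell growth were not analysed here. Results for some genes are not reported here.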

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

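The ratio of counts with the experiment as a block and the fit with chip lot as a block were chosen only after the results they measure were seen.

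The response to arginine deficiency differed between tumor and normal cells for 9 of the 31 gene lists by camera with its preset correlation, and for these lists the adjusted p was 0.401 to 0.62 with an estimated correlation. For cholesterol synthesis the adjusted p of this difference was 3.3e-07 and for the ATF4 and amino acid response 0.0316. The aminoacyl-tRNA synthetases had a median difference, tumor minus normal, of 0.33 on the log2 scale (adjusted p = 0.000281, 0.0743 without the arginine-sufficient array of experiment 2 of normal cells). Mitosis genes had -0.75, with 28 of 29 members below 0 (adjusted p = 2.06e-10). Immediate early genes and MAPK feedback genes had 0.50 (adjusted p = 0.000725) and ribosome biogenesis 0.34 (adjusted p = 0.000725), and without that same array of experiment 2 these were 0.0743 and 0.0804. Autophagy and lysosome genes had 0.51 (adjusted p = 0.000387). Ribosomal proteins had 0.23 (adjusted p = 0.0124), which was 0.512 after quantile normalization, 0.0804 without that array and 0.431 without the arginine-deficient array of experiment 3 of normal cells. It was also 0.0868, 0.0818 and 0.267 without the arginine-sufficient tumor array of experiment 1 or 2 or the arginine-deficient tumor array of experiment 3. Interferon response genes had 0.32 (adjusted p = 0.0196), which was 0.0976 without the arginine-sufficient array of experiment 3 of normal cells and 0.052 without the arginine-sufficient array of experiment 2 of tumor cells. It was 0.0533 with low signals raised to the expressed threshold.

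With the experiment as a block, the difference of response passed for 5 probe sets, at adjusted p of 0.0109 (3 of them) and 0.037 (2). Of these, those with a gene symbol are described here, and Il1rl1, Rgs2 and Rock2 were chosen for mention after their values were seen. Il1rl1, the IL33 receptor, had a log2 change of -0.97 in normal and 0.73 in tumor cells (adjusted p = 0.037). Rgs2, a regulator of G protein signaling, had 1.06 and -0.18 (adjusted p = 0.037). Prss23, which the rule names, had an adjusted p of 0.0109. Rock2 had 0.18 in normal and -2.61 in tumor cells (adjusted p = 0.0109), the largest difference of response of the 5 in size. Without the block, the adjusted p of these genes was 0.0601 to 0.824.

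The paper's text does not discuss lists of tRNA synthetases or p53 targets. The aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, rose in normal cells (median 0.40, 16 of 19 above 0, adjusted p = 3.62e-08, adjusted p = 0.177 with an estimated correlation) and in tumor cells (median 0.76, 18 of 19 above 0, adjusted p = 3.74e-15, adjusted p = 0.0779 with an estimated correlation). In normal cells none of the 19 passed by limma (6 rose when adjusted over the list alone, 7 with the experiment as a block). The medians were 0.68 and 0.45 within scan days of normal cells and 0.70 and 0.86 within chip lots of tumor cells. Targets of p53 fell in normal cells (median -0.49, 6 of 7 below 0, adjusted p = 0.00105, adjusted p = 0.0521 with an estimated correlation), with -0.49 and -0.54 within scan days. None of the 7 passed by limma (2 fell when adjusted over the list alone and 2 with the experiment as a block), and Cdkn1a, a CDK inhibitor, had -0.77 ± 0.18 (adjusted p = 0.143, 0.018 with the experiment as a block). The paper reports a decrease of p21, the product of Cdkn1a, in normal cells on Northern blots.

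More probe sets changed in tumor cells (186) than in normal cells (16). With the experiment as a block the tumor count was 4.55 times the normal count, which argues against differences between experiments as the whole cause. With scan day as a block it was 5.67 times, but that fit cannot test scan day. The arginine-sufficient array of experiment 2 of normal cells, alone on its day, then adds nothing to the change, while no tumor array is lost. Scan day thus stays open. A larger spread between replicate arrays of normal cells cannot have lowered the normal count of 16 alone through the standard error. In that fit limma pools the variance of all 12 arrays, and each probe set has the same standard error in both cell types. The median standard deviation of normal cells was 1.07 times that of tumor cells, and the median size of the change in tumor cells 1.16 times that in normal cells. How far single arrays lower the mean changes stays open, since the count in normal cells was 49 without the arginine-deficient array and 30 without the arginine-sufficient array of experiment 2. From the 6 arrays of a cell type alone, with the variance of that cell type, the counts were 0 and 186. In tumor cells the count was 25 without the arginine-deficient array of experiment 2. A difference between the cell lines in how many genes respond stays open and is not shown, since the difference of response passed for 0 probe sets by limma, with 550 at an unadjusted p under 0.05 and 5 past the adjusted threshold with the experiment as a block.

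Genes of cholesterol synthesis fell more in normal than in tumor cells by camera with its preset correlation alone. Signals near background in tumor cells are argued against as the whole cause. The 10 members with high signals there had a median difference of 0.57, against 0.58 for all 17. That test did not compare levels between the cell types, so a lower starting level in tumor cells stays open. With arginine the list's median difference in level, tumor minus normal, was -0.63, where cell type and scan day cannot be told apart. Scan day is argued against as the cause of the fall in normal cells. Within the scan days that hold both groups, the median there was -1.48 or lower. Those days mostly hold the arrays of experiments 1 and 3, so this is not a check apart from the experiments. That single experiments decide the size of the difference stays open, because the median in experiment 2 of normal cells was -0.27, above those of tumor cells. A difference between the cell lines may also account for it, as a hypothesis that further cultures could test.

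Mitosis genes fell in tumor cells by camera with its preset correlation, and did not pass with an estimated one (adjusted p = 0.306). By fry they passed only with the experiment as a block (adjusted p = 0.0257, 0.0599 without it). The highest median of the 3 experiments was -0.65, the median after quantile normalization was -0.94, and the higher median within the chip lots that hold both groups was -0.78. These values argue against 1 experiment, scaling between arrays or chip lot as the whole cause. As a hypothesis, a lower share of dividing tumor cells without arginine may underlie it, which was not tested apart from the list itself. In normal cells the list had a median of -0.24 (adjusted p = 0.0331, adjusted p = 0.787 with an estimated correlation), and it did not pass there without the array of experiment 1 with (0.459) or without arginine (0.305), the arginine-sufficient array of experiment 2 (0.813) or the arginine-deficient array of experiment 3 (0.992).

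For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In normal cells the real split gave 16 probe sets and 1 of 10 splits gave as many, with 5 for the highest other. In tumor cells the real split gave 186 and 2 of 10 gave as many. The highest other gave 204, set the arrays of experiment 1 and the arginine-sufficient array of experiment 2 against the rest, and put both arrays of the smaller chip lot on the same side. With chip lot as a block the real count was 125, and of the splits that part all pairs the others gave 0. With arginine, tumor and normal cells differed for 3369 probe sets, as many in 1 of 10 splits, with 0 for the highest other. For the difference of response, 100 of 100 regroupings gave as many as the real 0, which holds for any regrouping and decides nothing about chance. Of these, 15 gave more than 0, the highest 280, and why they did was not tested.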

How the results depend on the processing

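The fit with chip lot as a block was chosen after the data were seen, and the other settings were not. It gave 23 probe sets in normal and 125 in tumor cells. The cause of a change was not tested, unless the setting itself means fewer arrays or other probe sets. Of the values of single gene lists under the settings tried, 527 of 589 in normal, 549 in tumor and 542 for the difference of response kept their side of the threshold and their direction, as did 522 of 558 between the cell types with arginine. The counts of 16 in normal cells, 186 in tumor cells and 0 for the difference of response moved as follows. With no filter on low signals they were 9 in normal and 115 in tumor cells. The count in normal cells was 9 with no intensity trend, 0 from its 6 arrays alone (796 at an unadjusted p under 0.05) and 39 with scan day as a block. A plain linear model gave 0 and 29 by adjusted p, and 923, 1451 and 563 by unadjusted p. The experiment as a block gave 235, 1069 and 5. The difference of response passed for 1 probe set among the highest 40% of signals and for 3 with low signals raised to the 46th percentile. The number at 2-fold was, in normal and tumor cells, 5 and 43 at 9 of 9 ratios, 129 and 277 at 5 of 9, 182 and 376 by the wording of the paper's methods, 11 and 97 with limma's adjusted p as well, and 583 and 654 with no filter. In the same order, 5, 37, 43, 9 and 45 increases and 0, 3, 13, 0 and 26 decreases were shared. With no filter, single experiments had a mean of 2310 probe sets at 2-fold in normal and 2330 in tumor cells, and mean correlations across probe sets of 0.095 and 0.17. In tumor cells the mean number was 313.7 and the correlation 0.64 for the highest 40%, and 0.58 with low signals raised. In normal cells the lowest mean number over the settings tried was 191.3, against 329.7 in the main analysis. Among gene lists, an estimated correlation left 1 past the threshold in normal cells, 1 in tumor cells, 0 for the difference of response and 0 between the cell types, and fry gave 7, 3, 0 and 14. Cholesterol synthesis had an adjusted p of 0.0553 in normal and 0.544 in tumor cells and of 0.401 for the difference of response with an estimated correlation, and of 0.31 in tumor cells and 0.354 for the difference with fry. With the experiment as a block it had 0.0511 in tumor cells. Mitosis in tumor cells had 0.306 with an estimated correlation and 0.0599 with fry (0.0257 with the experiment as a block). With low signals raised, Nppb and Plau in normal cells each had -0.10, the value of any gene whose signals there all lie under the threshold. It is the difference between the arrays' thresholds, so that setting cannot test the direction of either gene. In normal cells camera's direction turned for DNA replication without the arginine-sufficient array of experiment 2 (0.924) and for mitosis without the arginine-deficient array of experiment 3 (0.992), where both medians stayed at -0.05.

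Leaving out 1 array gave 3 (without the arginine-deficient array of experiment 3) to 49 (without that of experiment 2) in normal cells, 25 (without the arginine-deficient tumor array of experiment 2) to 200 in tumor cells, 0 to 1 for the difference of response and 2564 to 3561 between the cell types. The 2-fold rule gave 78 to 183 in normal and 178 to 291 in tumor cells, with 20 to 32 shared increases and 1 to 7 shared decreases. Lists past the threshold numbered 8 to 14 in normal cells, 8 to 13 in tumor cells, 6 to 10 for the difference of response and 0 (without the arginine-sufficient array of experiment 3 of normal cells) to 6 between the cell types. The adjusted p of cholesterol synthesis was 8.65e-24 to 2.27e-13 in normal cells, 0.0106 to 0.0645 in tumor cells and 1.31e-13 to 0.000353 for the difference. That of the ATF4 list was 1.35e-37 to 2.1e-27 in normal and 2.7e-33 to 1.34e-24 in tumor cells, and that of mitosis 2.65e-18 to 5.43e-10 in tumor cells. In normal cells it was 4.34e-08 to 0.992 for mitosis and 7.12e-06 to 0.955 for DNA replication. Of the named genes past the threshold, 0 of 10 in normal cells, 8 of 56 in tumor cells and 111 of 141 between the cell types passed under every setting. Signals near background limit what can be seen of weakly expressed genes such as Nppb.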

Differences from the paper's values

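No test in this part was chosen after the result was seen. The counts of the 2-fold rule set beside the paper's lie within 1.5 times of them, in normal cells (70, the paper's 56), in tumor cells (184, the paper's 162) and for tumor cells alone. The last is 160 of the whole tumor list and 121 of the probe sets expressed in both cell types, where the paper's 133 is of its whole list. Of the alternatives set before the data were examined, the highest 40% of signals, low signals raised to the 46th percentile, quantile normalization and median centring also stay within that range for normal and tumor cells, and the other minimum numbers of ratios, the wording of the methods, limma's adjusted p as a further condition and no filter do not. In Fig. 1C 1 decrease is shared by both cell types, and 1 was here. It is a probe set without a gene symbol, so the equal count does not show the same gene, and the other settings gave 0 to 26.

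The paper states that a small majority of the genes responsive in normal cells respond in tumor cells too. Here 34.3% of all 70 did, and 43.6% of the 55 expressed in both cell types. The latter share was above 50% at 9 of 9 ratios (100% of 5) and with limma's adjusted p as a further condition (81.8% of 11), and 12.2% to 49.1% under the others. Plau is stated as decreased in both cell types, while the paper's supplemental lists give it for tumor cells only. It fell here in tumor cells by both of its probe sets. In normal cells they had 0.33 and -0.55 (adjusted p = 0.754 and 0.461). The first is from the probe set with the higher mean signal, which no setting called there. With low signals raised to the expressed threshold, its signals in normal cells all sat at that threshold, so that setting cannot test its direction. The paper proposes that tumor cells seem to lose regulation of Insig1 and of genes of cholesterol synthesis, and reports Insig1 as variable between replicates in its RNA assays. Its change here was -1.29 in normal and -1.22 in tumor cells, where it passed with the experiment as a block (0.0266), and in normal cells it passed only by the unadjusted p of a plain linear model (0.0291). Of the genes of cholesterol synthesis 13 of 17 were below 0 in tumor cells here, and the paper's Table 3B itself lists such genes as decreased in tumor cells. Rbl2 is stated as altered in tumor cells, and no setting called it here (adjusted p = 0.579 or more). Hspa9 is stated as altered in tumor and not in normal cells, where it passed with the experiment as a block. Asns, Gadd45a, Casp12 and Dusp5, which the paper names, passed with the experiment as a block, among other settings, in each cell type it names. Asl is given as decreased in normal cells in Table 3A, where it had 0.17 ± 0.29 here (adjusted p = 0.906), and Prmt3, which the paper's lists give in both directions, rose in tumor cells by 1.27 ± 0.29 (adjusted p = 0.0386).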

Other observations

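The comparison of RNA ratios within experiments was chosen after the data were seen, and the other tests of hypotheses in this part were not. With arginine, 1603 probe sets were higher and 1766 lower in tumor than in normal cells by limma, of 9745 tested. The 5 largest named increases were Il33, an alarmin of epithelial cells, with a log2 difference of 9.66 ± 0.61 (adjusted p = 8.01e-08), Tpm2, Tes, Ocm and P2ry2, and the 5 largest decreases were Tagln, an actin-binding protein of smooth muscle and fibroblasts, with -9.47 ± 0.42 (adjusted p = 2.91e-09), Gpc3, Grb10, Col1a2 and Armcx2. The size of such differences depends on signals near background, at a mean of 4.43 for Il33 in normal and 6.27 for Tagln in tumor cells, and with low signals raised to the expressed threshold they were 4.27 for Il33 and -4.47 for Tagln. By camera with its preset correlation 6 lists passed, and with an estimated correlation none of these did, with adjusted p of 0.585 to 0.973. Genes of the extracellular matrix and its proteases had lower levels (median -1.13, 6 higher and 14 lower of 25, adjusted p = 0.0349), as were fibroblast and stellate cell markers (median -0.98, 5 of 7 lower, adjusted p = 0.0256) and cholesterol synthesis (median -0.63, 1 higher and 7 lower of 17, adjusted p = 0.0359). DNA replication (median 0.72, 11 higher and 1 lower of 26, adjusted p = 0.0256), mitosis (median 0.43, 7 higher of 29, adjusted p = 0.0355) and glycolysis (median 0.58, 7 higher and 1 lower of 14, adjusted p = 0.0359) were higher by the preset correlation. By fry glycolysis passed as well (adjusted p = 0.0365), and DNA replication (0.0915) and mitosis (0.245) did not. Adjusted over the list alone, the counts were 6 and 14, 0 and 5, 1 and 8, 12 and 1, 6 and 0, and 8 and 1. Without the arginine-sufficient array of experiment 3 of normal cells none of the 6 passed, with adjusted p of 0.0609 to 0.373. With no filter on low signals the matrix list (-0.40, adjusted p = 0.0553) and the fibroblast markers (-0.23, adjusted p = 0.0752) did not pass, and their medians were smaller in size. Cholesterol synthesis and glycolysis did not pass without the arginine-sufficient array of experiment 1 of normal cells (0.2 and 0.156), nor without that of experiment 3 of tumor cells (0.0559 and 0.0822). Mitosis did not without the arginine-sufficient tumor arrays of experiment 2 (0.0814) or 3 (0.0524), nor after quantile normalization (0.0612), and cholesterol synthesis not without that of experiment 1 (0.0532). Cell type and scan day cannot be told apart here.

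Without arginine, ribosome biogenesis genes rose in tumor cells, with all 16 above 0 and a median of 0.40 (adjusted p = 1.71e-06, adjusted p = 0.268 with an estimated correlation). Of these, 1 rose (5 when adjusted over the list alone, 7 with the experiment as a block), Nop14, of the small subunit processome, by 1.00 ± 0.21 (adjusted p = 0.029), and the list's median was 0.46 and 0.57 within chip lots. Among aminoacyl-tRNA synthetases 6 rose in tumor cells (14 up and 1 down when adjusted over the list alone, 14 with the experiment as a block), with Sars1 at 1.36 ± 0.20 (adjusted p = 0.00515) and Yars1 at 1.13 ± 0.22 (adjusted p = 0.0208). Mitochondrial chaperones and proteases (median 0.05, adjusted p = 0.0277, adjusted p = 0.394 with an estimated correlation, 0.0974 with the experiment as a block) and ribosomal proteins (median 0.18, adjusted p = 0.000574, adjusted p = 0.544 with an estimated correlation, 0.544 after quantile normalization) had higher medians in tumor cells, and neither passed without the arginine-deficient array of experiment 3 (0.0738 for each). The mitochondrial list also did not pass after quantile normalization (0.0919) or with the mean over a gene's probe sets (0.0618). Without the arginine-sufficient tumor array of experiment 2 it did not pass either (0.0618), and its median was -0.005. Genes of NRF2 and oxidative stress had higher medians in normal (0.34, adjusted p = 0.00067, adjusted p = 0.212 with an estimated correlation) and tumor cells (0.24, adjusted p = 0.0148, adjusted p = 0.394 with an estimated correlation, 0.0839 and 0.131 without the arginine-sufficient array of experiment 1 or the arginine-deficient array of experiment 3). After quantile normalization the NRF2 list did not pass in tumor cells (0.0598), with a median of 0.13. DNA replication genes had lower medians in normal (-0.25, adjusted p = 0.0271, adjusted p = 0.76 with an estimated correlation) and tumor cells (-0.28, adjusted p = 0.0276, adjusted p = 0.649 with an estimated correlation, 0.663 and 0.16 without the arginine-deficient array of experiment 1 or the arginine-sufficient array of experiment 3). The list of immediate early genes in normal cells had 0.25 (adjusted p = 0.0178, adjusted p = 0.445 with an estimated correlation, 0.559, 0.0618 and 0.387 without the arginine-sufficient array of experiment 1 or the arginine-deficient array of experiment 2 or 3). Lists of BMP and ID genes, cytosolic heat shock, glycolysis, extracellular matrix, chemokines, interferon response, and markers of hepatocytes, biliary and oval cells, macrophages, endothelium and stratified epithelium did not pass in either cell type (adjusted p of 0.0693 to 0.978). Under other settings 3 of them did, the biliary and oval cell markers in normal cells with the experiment as a block (0.0195), as did their difference of response (0.0181), the interferon response in normal cells without the arginine-sufficient array of experiment 2 (0.0289), and stratified epithelium in tumor cells without the arginine-sufficient array of experiment 1 (0.0413). Stratified epithelium had 1 measured gene and macrophages had 2, so the first is the value of a single gene and not of a list.

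The hypothesis that the ATF4 list shifted more in tumor than in normal cells was not borne out across experiments, since the lowest tumor median minus the highest normal median was -0.18. That both cell types share part of the response beyond the lists of amino acid genes was tested by the correlation of the responses without those lists, which was 0.433 across probe sets, as the hypothesis needs. That RNA quality may differ between arginine-deficient and arginine-sufficient arrays stays open. The Gapdh 3' to 5' ratios overlapped in 2 of 2 cell types, but overlap does not exclude a shift between partners, and within experiments the ratio was higher in the arginine-deficient array in 6 of 6 pairs. The Actb ratio was higher in 2 of 6, so the signs are mixed.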
